# The effects of perinatal testosterone exposure on the DNA methylome of the mouse brain are late-emerging

**DOI:** 10.1186/2042-6410-5-8

**Published:** 2014-06-13

**Authors:** Negar M Ghahramani, Tuck C Ngun, Pao-Yang Chen, Yuan Tian, Sangitha Krishnan, Stephanie Muir, Liudmilla Rubbi, Arthur P Arnold, Geert J de Vries, Nancy G Forger, Matteo Pellegrini, Eric Vilain

**Keywords:** Brain sexual differentiation, Epigenetic modifications, DNA methylation, Testosterone, Organizational effects

## Abstract

**Background:**

The biological basis for sex differences in brain function and disease susceptibility is poorly understood. Examining the role of gonadal hormones in brain sexual differentiation may provide important information about sex differences in neural health and development. Permanent masculinization of brain structure, function, and disease is induced by testosterone prenatally in males, but the possible mediation of these effects by long-term changes in the epigenome is poorly understood.

**Methods:**

We investigated the organizational effects of testosterone on the DNA methylome and transcriptome in two sexually dimorphic forebrain regions—the bed nucleus of the stria terminalis/preoptic area and the striatum. To study the contribution of testosterone to both the establishment and persistence of sex differences in DNA methylation, we performed genome-wide surveys in male, female, and female mice given testosterone on the day of birth. Methylation was assessed during the perinatal window for testosterone's organizational effects and in adulthood.

**Results:**

The short-term effect of testosterone exposure was relatively modest. However, in adult animals the number of genes whose methylation was altered had increased by 20-fold. Furthermore, we found that in adulthood, methylation at a substantial number of sexually dimorphic CpG sites was masculinized in response to neonatal testosterone exposure. Consistent with this, testosterone's effect on gene expression in the striatum was more apparent in adulthood.

**Conclusion:**

Taken together, our data imply that the organizational effects of testosterone on the brain methylome and transcriptome are dramatic and late-emerging. Our findings offer important insights into the long-term molecular effects of early-life hormonal exposure.

## Background

The biological basis for sex differences in brain function and disease susceptibility is poorly understood. Numerous neurological disorders (e.g., autism, schizophrenia, Parkinson's disease) show sexual dimorphism in prevalence [1-3], and sex-specific biological factors are likely to be major contributors. Sex steroid hormones such as testosterone play a major role in sexually dimorphic brain development [4,5]. Exposure of neural tissue to testosterone and estradiol, its aromatized form, during the perinatal window (‘the sensitive period’), leads to long lasting and irreversible masculinization of the brain [6]. The fundamental molecular mechanisms underlying the hormonal regulation of brain sexual differentiation remain understudied.

Emerging evidence implicates DNA methylation as an important player in a variety of critical nervous system functions [7-9]. 5-Methylcytosine (5-mC) marks at CpG islands in gene promoters are known to affect gene transcription [10], modulate X inactivation and imprinting, and regulate heterochromatin [11]. There is also increasing evidence of the importance of non-CpG methylation in neural development [12,13]. Recent studies have identified CpGs that show sex-specific methylation that can be modified by sex steroids during the sensitive period. Estradiol can alter the methylation status of CpG sites on the promoters of the estrogen and progesterone receptor genes [14,15]. However, the methylation status of only a limited number of CpG sites at candidate genes has been studied. A larger-scale study of the methylome could elucidate the role of epigenetic modifications in hormone-induced brain sexual differentiation.

We hypothesized that long-term effects of gonadal steroid hormones on brain development involve epigenetic modifications. We investigated the scope and properties of testosterone's organizational effects on neural DNA methylation and gene expression by comparing the methylome and transcriptome in male (XY), female (XX), and female mice that received testosterone on the day of birth (XX + T). Genome-wide methylation and expression profiling were carried out for two sexually dimorphic brain regions: the striatum and the combined bed nucleus of the stria terminalis and preoptic area (BNST/POA). These regions were chosen as both are responsive to gonadal hormones and show strong sexual dimorphisms. The BNST/POA is subject to long-lasting irreversible neuroanatomical changes due to perinatal testosterone exposure and has been implicated in the regulation of male copulatory behavior, gonadotropin release, and stress modulation [16]. The striatum is involved in dopaminergic function and reward and shows several key sex differences, many of which are caused by gonadal hormones. Numerous aspects of dopamine metabolism are influenced by estrogen [17-20]. Furthermore, we have previously shown that *Sry* (the Y-linked male sex determination gene) enhanced striatum dopamine release and regulated sensorimotor functions of dopaminergic neurons [21]. To examine the long-term molecular effects of organizational testosterone, we examined two different time points: postnatal day (PN) 4, which is during the sensitive period, and adulthood (PN60).

We show that neonatal testosterone treatment of females induces a shift in the methylome from a female-typical to a more male-typical pattern. Contrary to our expectations, the shift toward the male pattern is only observed during adulthood. Organizational testosterone also affects the CpG methylation status of many more genes at PN60 than at PN4. Consistent with the CpG methylation analysis, testosterone's effects on gene expression in the striatum were more apparent in adulthood. Our data demonstrate that the organizational effects of testosterone on the brain methylome and transcriptome are dramatic and late-emerging. They suggest an important role for CpG methylation in brain sexual organization.

## Methods

### Animals and neonatal injections

This study was approved by the University of California, Los Angeles (UCLA) Committee on Animal Research and was performed in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. C57BL/6 J female and male mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA) and housed at the UCLA Animal Care Facility. Animals were maintained at 20°C with a 12-h light/12-h dark cycle, provided *ad libitum* with food and water, and allowed to acclimate for 1 week before initiation of experiments. Female mice were mated and once pregnant, cages were checked daily for pups.

On the day of birth, PN0, male pups (referred to as XY throughout this paper) were treated subcutaneously with 15 μl of peanut oil vehicle; female pups were either treated subcutaneously with 15 μl oil (XX) or with 100 μg testosterone propionate (Sigma-Aldrich, St. Louis, MO, USA) in 15 μl oil (XX + T). Half of the mice in each group were sacrificed at PN4 during the perinatal sensitive period for sexual differentiation and just prior to the sexually dimorphic cell death known to be important for differentiation of the POA and BNST [22,23]. The remaining mice in each group were sacrificed in early adulthood, on PN60. In order to eliminate group differences in pubertal or adult gonadal hormone exposure, mice euthanized on PN60 were gonadectomized at PN21 (i.e., prior to puberty) and implanted with a 5-mm-long Silastic capsule (inner diameter, 1.57 mm; outer diameter, 2.41 mm) filled with testosterone at around the time of puberty (PN45). This design allows us to attribute any differences between XX and XX + T mice only to the neonatal hormone exposure. Post-weaning, animals belonging to the same litter were housed in the same cage (maximum of three animals per cage), although males and females were separated. As all pups in a litter received the same treatment (either T or vehicle), all adult animals housed in the same cage had undergone the same hormonal manipulations.

We had a total of 12 experimental groups: XX, XY, and XX + T tissue from two ages and two distinct brain regions. Each experimental group had two biological replicates, each comprising a pool of tissue from three animals, making for a total of 24 samples.

### Brain dissections

At PN4 or PN60, whole brain was rapidly removed from the skull and brain regions of interest were dissected under a microscope on an ice-cold slide. After removal of the dura mater, two cuts through the brain along the coronal plane were made. The first was at the midpoint of the optic chiasm (0.14 mm anterior to bregma) and the second was where the optic tract enters the brain (0.58 mm posterior to bregma). The resulting slab of tissue was then placed posterior side down. The BNST/POA was defined as the region ventral to the lateral ventricle and bounded laterally by the medial edge of the internal capsule. The striatum was defined as the tissue between the external capsule and the anterior commissure, bounded laterally by the cortex and medially by the internal capsule. After dissection, the tissue was immediately placed on dry ice and stored at −80°C until it was processed for downstream experiments.

### Measurement of levator ani and bulbocavernosus muscles

The dose of testosterone used in this study has previously been shown to completely masculinize BNST volume and cell number [24]. To confirm the efficacy of hormone treatments here, we randomly selected a subset of the XX (*N* = 4) and XX + T (*N* = 5) mice on PN4 and examined the size of the androgen-sensitive levator ani and bulbocavernosus muscles. The perineums were processed as described previously [25], and the maximal cross-sectional area of the levator ani was determined by tracing around the muscle using StereoInvestigator (MBF Biosciences, Williston, VT, USA) software.

### Reduced representation bisulfite sequencing library construction

Genomic DNA from mouse brains was extracted for making reduced representation bisulfite sequencing (RRBS) libraries following the standard RRBS protocol [26]. The genome was digested with the MspI enzyme, a methylation-insensitive restriction enzyme. These MspI-digested samples were ligated with Illumina adaptors (Illumina Inc., San Diego, CA, USA) and size-selected. Fragments from 100 to 200 bases were selected as these are enriched for CpG-rich regions, such as CpG islands, promoter regions, and enhancer elements. In total we selected 500 K distinct fragments for sequencing. These fragments were denatured and treated with sodium bisulfite to reveal their methylation status (CpGenome Universal DNA Modification Kit, Cat. No. S7820, Millipore, Billerica, MA, USA). Libraries were then polymerase chain reaction (PCR)-amplified with MyTaqHS (BIO-25047, Bioline, Taunton, MA, USA) and sequenced using the Solexa sequencing technology (Illumina Hiseq 2000 sequencers). The reads were aligned to the reference genome (mouse mm9) using the modified bisulfite aligner, BS Seeker [27]. To generate genome-wide DNA methylation profiles, we calculated the methylation level for each covered cytosine on the genome. As bisulfite treatment converted unmethylated cytosines (Cs) to thymines (Ts), we estimated the methylation level at each cytosine by #C/(#C + #T), where #C is the number of methylated reads and #T is the number of unmethylated reads. This number represents the average methylation level at that particular site across the cell population tested. In this study we only included cytosines that were covered by at least four reads for the analysis.

### Identifying differentially methylated regions and differentially methylated genes

We first searched for differentially methylated regions (DMRs) that showed significant differential methylation. We grouped nearby cytosine sites into units called fragments. In each pairwise comparison, a Student's *t* test was performed at each site to quantify the difference between the groups at that site. This generated a *t*-score that represented the difference between the groups (the larger the *t*-scores, the more different the methylation levels in that pairwise comparison). In order to get an accurate measurement of these differences after the sites were combined into fragments, the *t*-scores of all sites in that fragment are averaged to produce a *z*-score. To qualify as DMRs, the fragment had to (1) show a difference of ≥10% in mean methylation level between the two groups being compared, (2) have at least three cytosines for which methylation levels were observed in all relevant samples, and (3) have a *z*-score below a threshold relevant to that comparison. The selection of the *z*-score threshold was based on the false discovery rate estimated by comparing the real data to simulated methylomes as the control for false discovery rate (FDR) computation (full procedure below). These DMRs were then associated with a gene if there was a transcription start site within 5 kb of them or if they overlapped with any known genes to identify differentially methylated genes. We used GeneVenn (http://genevenn.sourceforge.net/, [28]) to determine overlap between gene sets.

### Estimating false discovery rate

To assess the false discovery rate for our DMRs, we constructed simulated methylomes, with the same read coverage per site as the real samples. For each CG site in each simulated sample, we then simulated the reads (C if methylated or T if unmethylated) based on the average methylation level (Pm) from all real samples at this CG site. The number of methylated reads (Cs) at a site of coverage n is a random sample from the binomial distribution B(n, Pm). We repeated our simulation of reads throughout the genome for all samples. The resulting samples had the same average methylation levels as the real sample. Since the reads were simulated from the binomial distribution with the same average methylation levels as in the real samples, the differences in methylation patterns across genes, repeats, promoters, etc. were preserved. The simulated data has the same coverage as the real samples so the statistical power is not affected. The simulated methylomes should have no difference in methylation levels between the two comparison groups (i.e., no DMRs), since they are all selected using the same methylation frequency. Any DMRs (and the DMR-associated genes) identified from these simulated samples are thus considered false positives. Then, for each comparison we repeated the whole procedure to detect the DMR on simulated samples: we first performed *t* tests on individual sites and then summarized the *t*-scores per fragment with a *z*-score. For each *z*-score threshold, we computed the numbers of DMRs that were found in the simulated data to those found in the real data. We used the ratio of these to compute the FDR. We chose a *z*-score threshold that resulted in a false discovery rate less than 10% in all comparisons.

### Traditional (Sanger) bisulfite sequencing

Strand-specific primers were designed for the bisulfite-converted genome of the region of interest and synthesized by Life Technologies (Carlsbad, CA, USA). For *Micall1* (target region, chr15:78965961–78966079; negative strand, mm9), the forward primer was ATTTTTGTTATTGGGAAGGATAAGG and the reverse primer was AAACCCCAACCATACATAATCTCTA. The cycling conditions were 1 cycle at 95°C for 2 min; 35 cycles at 95°C for 30 s, 58°C for 1 min, and 60°C for 1 min; and 1 cycle at 60°C for 15 min. For *Fzd9* (target region, chr5:135725414–135725524; negative strand, mm9), the forward primer was TGAATTGATTGGGTTTTGTTATGTA and the reverse primer was ACTAATAATACCCACCACCAAAAAC. The cycling conditions were 95°C for 2 min; 40 cycles at 95°C for 30 s, and 60°C for 2 min; 1 cycle at 60°C for 15 min. The samples used for traditional bisulfite sequencing (*n* = 2–3 per experimental group) were not used in the RRBS experiments although they were generated at the same time. One microgram for each sample was bisulfite-treated and purified (CpGenome Universal DNA Modification Kit, Cat. No. S7820, Millipore). Forty nanograms of bisulfite-converted DNA was used in each PCR (MyTaqHS, BIO-25047, Bioline). After gel purification, amplicons were cloned into pCR4-TOPO TA vectors (TOPO TA Cloning Kit for Sequencing, K4575-01SC, Life Technologies). Fifteen to twenty colonies were sent for Sanger sequencing using the M13R primer (Laragen Inc., Culver City, CA, USA).

### Heat maps of methylation levels in differentially methylated regions

A union set of DMRs was collected from all pairwise comparisons (all ages, sex, and regions). Among them, we selected 4,086 DMRs that were extremely differentially methylated (longer than 50 bp, delta methylation ≥25%, and –*z*-score ≥3.5). These are potentially regions that are susceptible to methylation changes. The average methylation levels in all XX, XX + T, and XY groups were plotted in heat maps with hierarchical clustering of the DMRs.

### Gene ontology using Ingenuity Pathway Analysis

Functional analysis of statistically significant CpG methylation changes was performed with Ingenuity Pathway Analysis (IPA; Ingenuity Systems, http://www.ingenuity.com). Ingenuity functional analysis identified networks, canonical signaling pathways, and biological functions and/or diseases that were most significantly affected by testosterone and age. For all analyses, datasets containing gene identifiers and corresponding delta methylation values were uploaded into IPA. The genes were overlaid onto a global molecular network developed from information in the Ingenuity Pathway Knowledge Base. Networks of these focus genes were then algorithmically generated based on their connectivity. To identify biological functions and diseases that were enriched in the different datasets, genes were associated with biological functions and/or diseases in the Ingenuity Knowledge Base. Right‒tailed Fisher's exact test was used to calculate a *p* value determining the probability that each biological function and/or disease assigned to that dataset was due to chance alone. In this method, the *p* value for a given process is calculated by investigating (1) the number of participating genes in that process and (2) the total number of genes known to be related to that process in the selected reference set. The more genes involved, the more significant the *p* value. Canonical pathways analysis identified the pathways from the IPA library of pathways that were most significant to the dataset. The significance of the association between the dataset and the canonical pathway was measured in two ways: (1) a ratio of the number of molecules from the dataset that map to the pathway divided by the total number of molecules that map to the canonical pathway was determined and displayed in the tables that follow; (2) Fisher's exact test was used to calculate a *p* value determining the probability that the association between the genes in the dataset and the canonical pathway was explained by chance alone.

### Testosterone measurements

Samples were collected at the time of euthanasia. In all cases, blood was obtained from the carotid artery following decapitation. Blood samples were then processed to isolate serum and stored at −20°C until assays for testosterone were performed. Testosterone assays using radioimmunoassay were performed by Ligand Assay and Analysis Core at the University of Virginia Center for Research in Reproduction (supported by NICHD (SCCPIR) Grant U54-HD28934). Testosterone measurements were performed in singlet reactions using Siemens Medical Solutions Diagnostics testosterone RIA (Siemens Healthcare, Malvern, PA, USA) with a reportable range of 47.3–170.5 ng/L. There were no significant differences in the measured testosterone levels between our experimental groups using the Kruskal-Wallis one-way analysis of variance test (*H* = 3.8, 2 *df*, *p* = 0.15).

### Processing for gene expression analysis

Total RNA samples were derived from five pools of three animals using AllPrep DNA/RNA Micro Kit (Qiagen, Valencia, CA, USA) according to the manufacturer's protocol. This kit enabled simultaneous purification of genomic DNA and total RNA from all tissues. Samples were prepared from the same tissue samples that were used to create the RRBS libraries. RNA was quantified using a Ribogreen fluorescent assay (Life Technologies) and normalized to 10 ng/μl prior to amplification. Amplified and labeled cRNA was produced using the Illumina specific Ambion TotalPrep kit (Applied Biosystems Inc., Foster City, CA, USA). First and second strand cDNA were produced using the Ambion kit and purified using a robotic-assisted magnetic capture step. Biotinylated cRNA was produced from the cDNA template in a reverse transcription reaction. Typical yields were in excess of 1.5 μg. After a second Ribogreen quant and normalization step, amplified and labeled cRNA was hybridized overnight at 58°C to MouseRef-8 v1.1 BeadChip expression arrays from Illumina. To minimize array-to-array variability, a cRNA sample from each of the experimental groups was hybridized to each of the beadchips (*n* = 5/group) according to the manufacturer's protocol. The MouseRef-8 v1.1 beadchip contains over 24,000 well-annotated RefSeq transcripts and allows eight samples to be interrogated in parallel. Hybridization was followed by washing, blocking, staining, and drying on the Little Dipper processor (Agilent Technologies, Sta. Clara, CA, USA). Array chips were scanned on either the BeadArray reader or the iScan reader (Illumina).

### Microarray data analysis of gene expression

cDNA microarray data analysis was performed using the R software and Bioconductor packages. The raw intensity data were first log_2_ transformed and then the outlier samples were detected based on the average inter-sample correlations. Three samples with average inter-sample correlations larger than two standard deviations (SDs) from the mean across all samples were removed from follow-up analysis. Then the samples were normalized by quantile normalization. Probes were considered robustly expressed if the detection *p* value was <0.05 in at least 20 samples (the total number of samples for every genetic/treatment group) in the dataset. After the data quality controls, 57 samples with 13,776 probes were retained for differential expression analysis. Hierarchical clustering analysis using one minus inter-array correlation measures was further performed to assess the sample clustering patterns.

Differential expression analysis was conducted using the R limma package [29], and unless otherwise specified, the significance threshold was Benjamini-Hochberg (BH)-adjusted *p* value <0.05. Limma uses linear models to robustly assess the differential expression of genes. Histograms of *p* values were plotted to show if there was a significant differential expression signal genome-wide. To identify the genes that differed by age in the different groups/brain regions, the factorial design was applied using limma linear models. The genes were identified as showing significant dynamic changes with age if their *p* values associated with the interaction term between the factors of group and age were less than 0.005.

### Quantitative reverse transcription-polymerase chain reaction

Reverse transcription was performed using the Tetro cDNA Synthesis Kit (Bioline, catalog no. BIO-65043) with 1 μg of total RNA as template. The RNA samples used for validation were from the original microarray samples contingent on availability (*n* = 3–4 per genotype). The sequences of PCR primers are as follows: for Alcam, forward primer 5′-CGA ACC CTG CCT GTG TCA TGC ACA ATA-3′ and reverse primer 5′-TAT CGT CTG CCT CAT CGT GCT CTG GAA T-3′; for Gapdh, forward primer 5′-TGC CGC CTG GAG AAA CC-3′ and reverse primer 5′-CCC TCA GAT GCC TGC TTC AC-3′; for Gatad1, forward primer 5′-GAA ATT CAC AGA AGG TCG GC-3′ and reverse primer 5′-AAT ATA CTC CCT TGT AGA AGA TTG A-3′; for Utx, forward primer 5′-CCA ATC CCC GCA GAG CTT ACC T-3′ and reverse primer 5′-TTG CTC GGA GCT GTT CCA AGT G-3′. All primers used spanned at least one intron. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used for normalization of gene expression between samples. Quantitative reverse transcription-polymerase chain reactions (qRT-PCRs) were carried out in duplicate utilizing the Sybr Green-based SensiFAST™ SYBR & Fluorescein Kit (Bioline, catalog no. BIO-96005). The thermocycling parameters for all reactions were 1 cycle at 95°C for 2 min, 40 cycles at 95°C for 10 s, 60°C for 10 s, and 72°C for 10 s. We used the standard curve method to determine relative expression and assessed significance using the Student's *t* test (*α* = 0.05). Data are expressed as fold change where the expression level in the XX group has been set to 1.

### Data access

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE50218 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50218).

The expression data generated for this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE49986.

## Results

### Sex effects on genome-wide methylation data

To examine sex-specific and hormone-induced changes in brain DNA methylation, we compared genome-wide maps of DNA methylation in adult mouse striatum and BNST/POA between XX and XY mice generated using RRBS. All animals were gonadectomized and provided with identical hormone replacement prior to sacrifice so that any differences seen could not be due to differences in circulating hormones at the time of sacrifice (see ‘Methods’). We had a total of 12 experimental groups: XX, XY, and XX + T tissue from two ages and two distinct brain regions. Each experimental group had two biological replicates, each comprising a pool of tissue from three animals, making for a total of 24 samples. Forty-six percent of our sequencing reads uniquely mapped back to the mouse genome, which resulted in an average sequencing depth of 58× at each CpG. We assayed approximately 1.39 million CpGs in 125 million uniquely mapped reads in each sample (Additional file 1: Table S1). The majority of samples had >1 million distinct CpGs covered with a minimum of 4× coverage. CpG sites that were not present in all comparison groups were excluded from further analysis.

We first examined global levels of CpG, CHH, and CHG methylation. At CHH sites, any two bases can follow the initial C, whereas at CHG sites, any base can be in the second position but the third base must be a G. There were no significant effects on these global levels due to sex or hormonal treatment. However, the age of the animal was positively correlated with methylation level, especially at non-CG sites (CHG *p* = 9.19E − 8 in the striatum, *p* = 1.37E − 8 in the BNST/POA; CHH *p* = 4.88E − 10 in the striatum, *p* = 6.88E − 11 in the BNST/POA; Student's *t* test for all comparisons), which is consistent with recent studies [12,13] (Figure 1a,b,c). Global CpG methylation levels were significantly increased with age in the BNST/POA (*p* = 5.9E − 3 by the Student's *t* test) but not the striatum.

**Figure 1:**
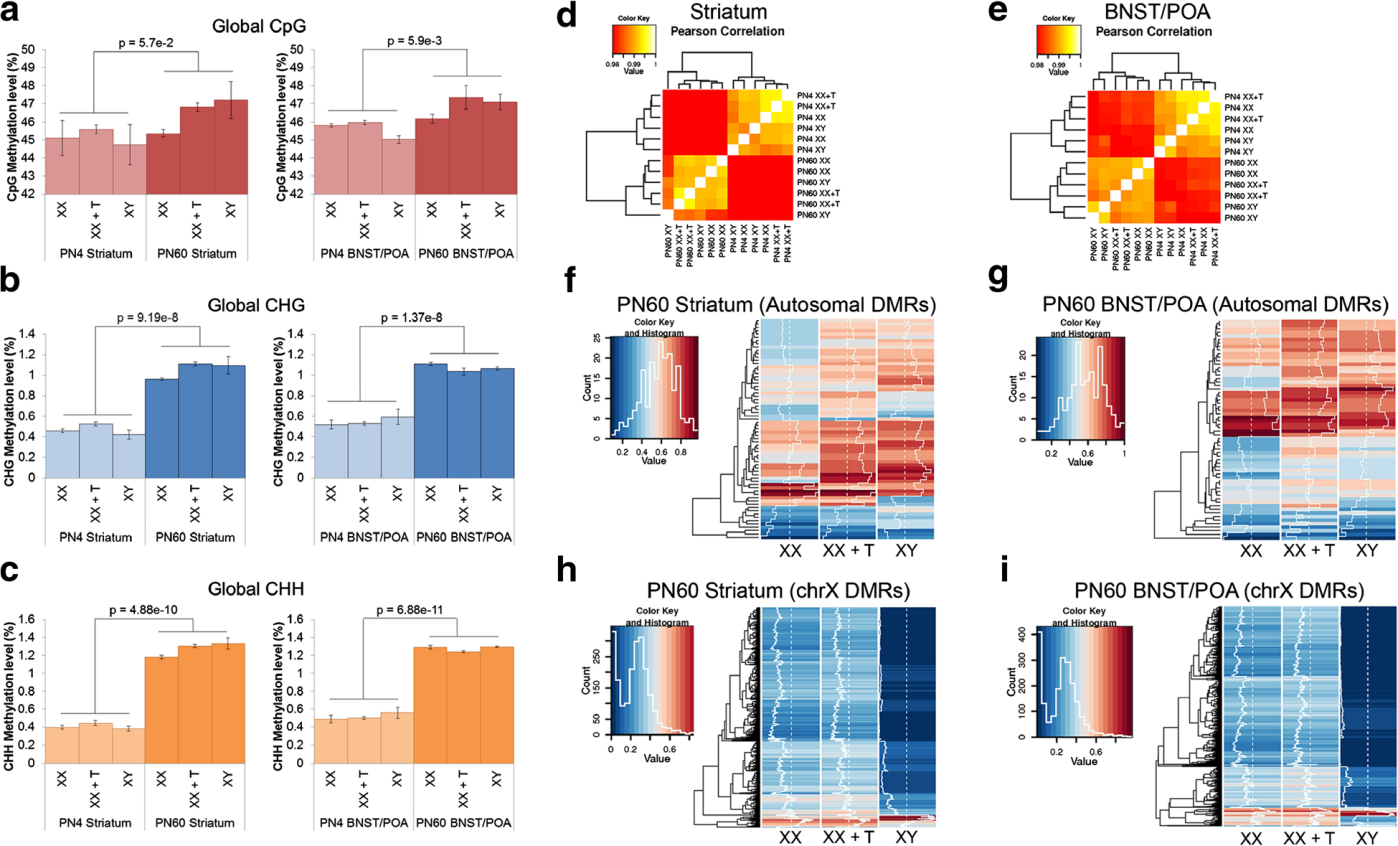
**DNA methylation patterns in XX, XY, and XX + T.** Non-CpG methylation increases with age. **(a)** Global CpG methylation levels are significantly higher at PN60 than PN4 in the BNST/POA but not the striatum. CHG **(b)** and CHH **(c)** methylation levels are significantly higher at PN60 than at PN4 in both brain regions. **(d, e)** The heat maps show correlations between the methylation levels across all samples in the **(d)** striatum and **(e)** BNST/POA. The *diagonal axis* running from the *bottom left* to *top right corner* is the line of symmetry where each sample correlates with itself. The *brightest yellow shade* represents full correlation (=1) whereas the *darkest red shade* represents the lowest correlation value (0.98; *key* at *top left*). Complete clustering is based on the Euclidean distance. **(f–i)** These heat maps show differentially methylated regions (DMRs) driven by sex and/or testosterone at PN60. The *color key* shows absolute methylation level from 0% (*blue*) to 100% (*red*). The *azure trace* represents the moving average of the methylation levels in the neighboring windows. **(f)** Autosomal DMRs in the striatum. **(g)** Autosomal DMRs in the BNST/POA. **(h)** X-linked DMRs in the striatum. **(i)** X-linked DMRs in the BNST/POA.

We then focused our analysis on CpG methylation. Overall, the CpG methylation profiles of adult XX and XY striatum and BNST/POA were highly similar across all chromosomes (*Pearson coefficient*, 0.99) (Figure 1d,e), indicating that the genomic profiles of 5-mC are highly reproducible. Despite this overall similarity, hierarchical clustering clearly identified sex- and testosterone-driven (Figure 1f,g,h,i) methylation differences. Testosterone-driven differences (different in XX vs. XX + T) were more abundant on autosomes (Figure 1f,g). In many regions showing these differences, XX + T CpG methylation patterns resemble those of XY. On the other hand, sex-specific differences (XX vs. XY) were clearest on the X chromosome, as expected, given the involvement of CpG methylation in the process of X inactivation and XX + T tended to resemble XX (Figure 1h,i).

To identify genes that undergo sex-specific methylation, we compared the methylomes of male (XY) and female (XX) mice at PN60 and found a large number of genes that showed sex differences in methylation patterns in both the striatum (1,577 genes) and the BNST/POA (1,026 genes) (Additional file 2: Table S2). Of the 1,577 genes in the striatum that showed sex-specific methylation, 420 were on the X chromosome and 348 (82.86%) of these were more methylated in females (Figure 2a). Similarly, in the BNST/POA, 426 of the 1,026 sex-affected genes were X-linked and 359 (84.27%) of these demonstrated elevated methylation levels in females (Figure 2b). This is likely due to X chromosome inactivation in females [30,31]. Focusing on the effect of sex on autosomes, we identified 1,157 and 600 genes with sex differences in the adult striatum and BNST/POA, respectively. Interestingly, a substantial number of these genes showed higher methylation in XY than XX. In the striatum this proportion was 1,070/1,157 (92.48%) of autosomal genes (Figure 2a). In the BNST/POA, 520/600 (86.67%) genes were more methylated in XY relative to XX during adulthood (Figure 2b). We next compared the set of genes that showed sex-specific methylation in each brain region to each other. Only genes that showed sex-specific methylation differences at the same chromosomal location and in the same direction were considered to be common to both brain regions. Based on these criteria, we found 362 genes, which we term dual region sex-specific genes (Figure 2c). There was a substantial overrepresentation of X-linked genes (286/362 or 79%). Together, these data show that methylation status of many genes in the brain is subject to sex- and region-specific regulation and that the process of X inactivation largely affects the same genes in both the striatum and the BNST/POA.

**Figure 2:**
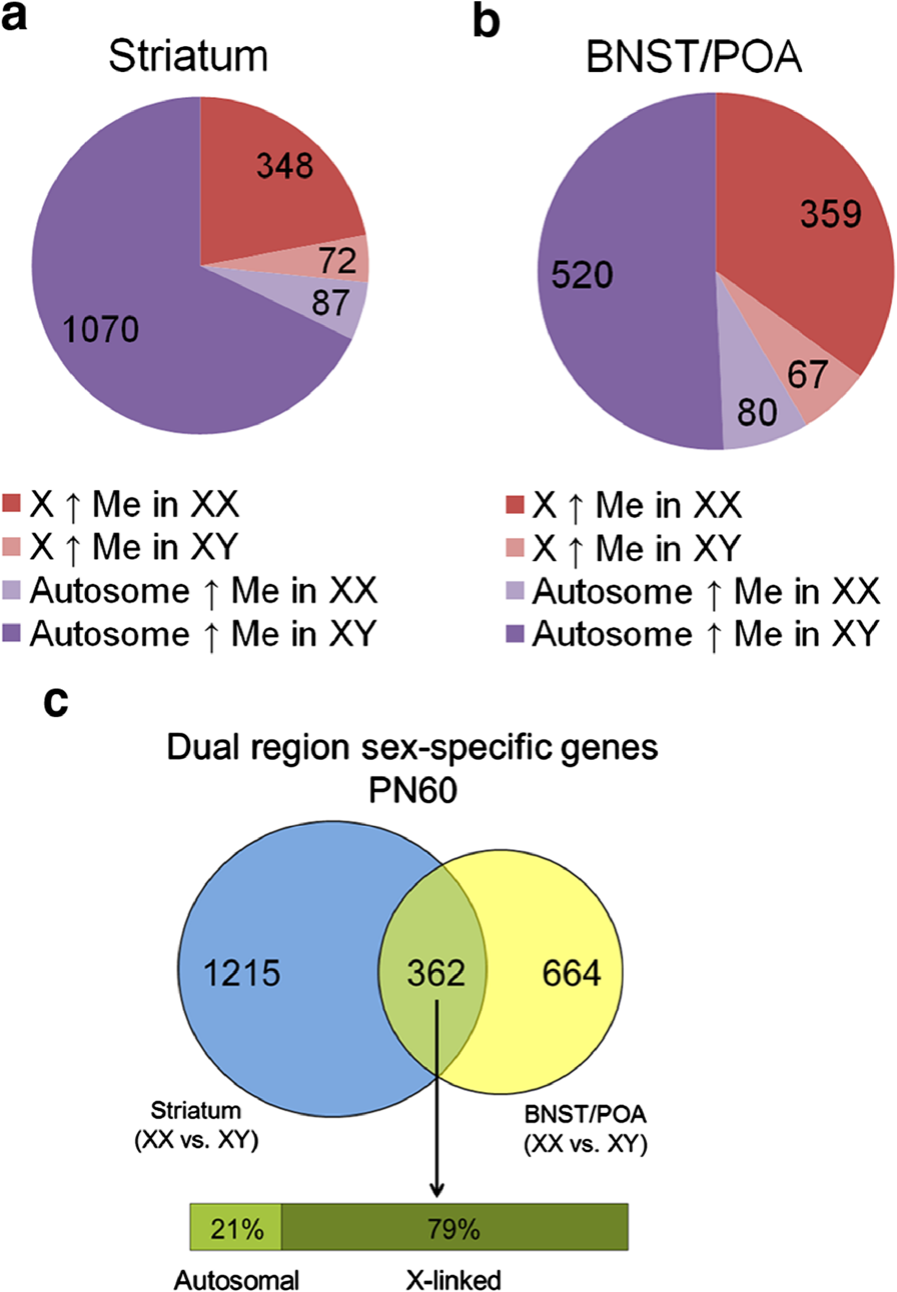
**CpG methylation at many genes is sexually dimorphic.** Displayed are the fractions of X and autosomal genes displaying sexually dimorphic CpG methylation in **(a)** PN60 striatum and **(b)** PN60 BNST/POA. **(c)** Genes with sexually dimorphic CpG methylation at PN60 that are common to both the striatum and BNST/POA. The Venn diagram shows the overlap (*green*) between sexually dimorphic genes from the striatum (*blue*) and BNST/POA (*yellow*). The numbers of genes belonging to each category are shown within the relevant *circles*. The *bar* below the Venn diagram shows the percentage of autosomal vs. X-linked genes in the overlap region.

### Testosterone-induced modification of brain CpG methylation

Sex differences in methylation patterns can be attributed to differences in sex hormones or to other influences (e.g., direct genetic effects of the sex chromosomes). To determine the effects of neonatal testosterone exposure on CpG methylation genome-wide, we gave newborn female mice a masculinizing dose of testosterone (XX + T) and compared their CpG methylation patterns to that of control females (XX). The masculinizing effect of this dose of testosterone was verified by examining the levator ani and bulbocavernosus muscles. These muscles are androgen-sensitive and while they are present in both sexes at birth [25], they die postnatally in females due to the lack of testosterone. The maximal cross-sectional area of the levator ani was measured in PN4 animals. Testosterone treatment resulted in a clear sparing of this muscle with it being five times larger in XX + T than in XX (269,150 ± 11,908 μm^2^ in XX + T vs. 53,721 ± 9,414 μm^2^ in XX; *t* = 13.6, *p* <0.0001) (Figure 3a; Additional file 3: Table S3). Additionally, the bulbocavernosus muscle was absent in all XX animals examined but preserved in all XX + T.

**Figure 3:**
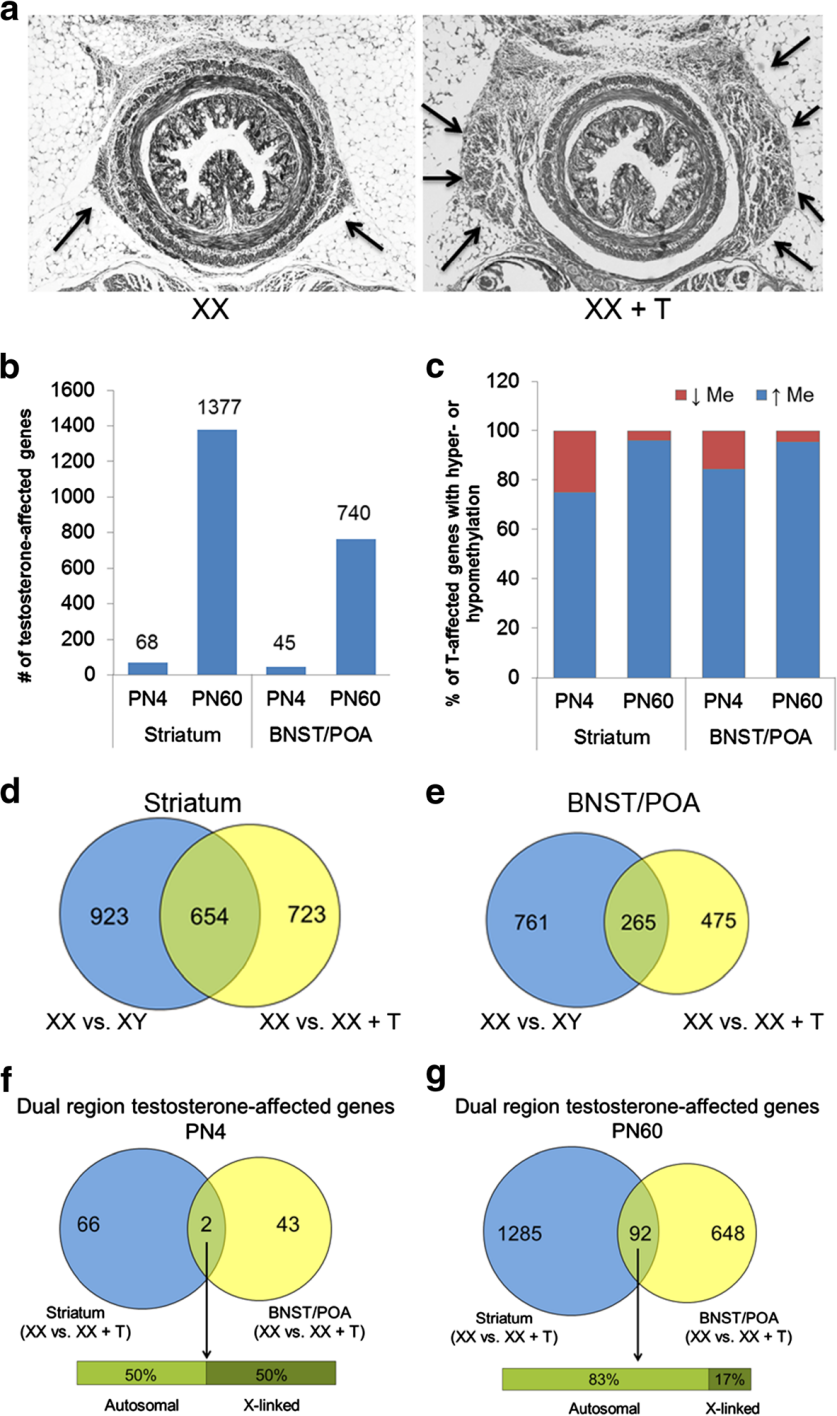
**Perinatal testosterone treatment affects CpG methylation at numerous loci. (a)** The dose of testosterone given to female mice at PN0 is masculinizing. Representative pictures of the levator ani (LA) are shown for PN4 XX (*left panel*) and XX + T (*right panel*). The muscle size is reduced in the absence of testosterone. The *arrows* indicate the outline of the LA, which has a much larger surface area in XX + T than in XX (269,150 ± 11,908 μm^2^ in XX + T vs. 53,721 ± 9,414 μm^2^ in XX; *t* = 13.6, *p* <0.0001). **(b)** Number of genes where methylation is altered in the XX vs. XX + T comparison in PN4 and PN60 striatum and PN4 and PN60 BNST/POA. **(c)** Percentage of genes that exhibit testosterone-dependent hypo- or hyper-methylation at each age in each tissue. **(d, e)** The Venn diagrams show the overlap (*green*) between genes with sexually dimorphic methylation patterns (*blue*) and those that are affected by testosterone (*yellow*) in the **(d)** striatum and **(e)** BNST/POA. The numbers of genes belonging to each category are shown within the relevant circles. **(f, g)** The number of genes that are affected by testosterone in both the striatum and the BNST/POA at **(f)** PN4 and **(g)** PN60. The overlap between testosterone-affected genes from the striatum (*blue*) and BNST/POA (*yellow*) is shown in *green*. The numbers of genes belonging to each category are shown within the relevant *circles*. The *bar* below the Venn diagram shows the percentage of autosomal vs. X-linked genes in the overlap region.

We found that neonatal testosterone exposure altered the methylation status of a substantial number of genomic fragments. These fragments mapped to a relatively small number of genes at PN4 (68 genes in the striatum and 45 genes in the BNST/POA) (Figure 3b). However, by day 60 of life, a much larger number of genes showed methylation changes in response to neonatal testosterone (1,377 and 740 genes differed in methylation status in testosterone-treated PN60 females relative to control PN60 females in striatum and BNST/POA, respectively) (Figure 3b; Additional file 3: Table S3). A substantial fraction of these genes displayed increased 5-mC in response to testosterone. In the striatum, 51/68 (75.00%) genes at PN4 and 1,324/1,377 (96.15%) genes at PN60 showed greater methylation in XX + T relative to XX mice (Figure 3c). Similarly, in the BNST/POA 38/45 (84.44%) genes at PN4 and 705/740 (95.27%) genes at PN60 also showed greater methylation in female mice treated with testosterone (Figure 3c; Additional file 3: Table S3).

Of the testosterone-affected genes, 654/1,377 (47.49%) and 265/740 (35.81%) in the striatum and BNST/POA, respectively, also exhibited male vs. female differences in their methylation patterns at PN60 (Figure 3d,e; *p* value = 1.00E − 111, hypergeometric test; fold enrichment over chance, 4.55 (striatum), 6.07 (BNST/POA); Additional file 4: Table S4). There are several possible reasons why many of the genes whose methylation status was changed by testosterone did not show sex differences: (1) a lack of statistical power such that some differences are not confirmed in two different comparisons, (2) a pharmacological effect of the relatively high dose of testosterone used here, or (3) testosterone effects found in XX but not normally in XY mice. For some dependent measures, the presence of a Y chromosome has effects opposite to that of testosterone [32]. In the current context, this means that some effects of early exposure to androgens on CpG methylation in males may be masked by Y chromosome factors.

To validate our RRBS findings, we performed traditional (Sanger) bisulfite sequencing. We chose one testosterone-affected locus from each brain region for validation. For the striatum, we chose *Micall1* (higher methylation in XX than XX + T). For the BNST/POA, we chose *Fzd9* (higher methylation in XX + T than XX). The results from traditional bisulfite sequencing were in agreement with the RRBS data (Additional file 5: Figure S1).

### Brain region specificity of testosterone's effects

Next, we compared the testosterone-affected genes in the striatum to those in the BNST/POA. As with our identification of dual region sex-specific genes, only genes where testosterone-affected methylation at the same chromosomal location and in the same direction were considered. At PN4, only two genes (*Sorcs2* and *Lonrf3*) were affected by testosterone in both the striatum and the BNST/POA (Figure 3f). At PN60, this number rose to 92, (neither *Sorc2* nor *Lonrf3* were present in this list) (Figure 3g). Unlike the list of PN60 dual region sex-specific genes, the X chromosome was not substantially over-represented in this comparison (16 of the 92 dual region testosterone-affected genes were X-linked). This result may be expected since in both XX and XX + T animals, one X chromosome is expected to undergo inactivation and the same genes are inactivated across tissues [33]. These data indicate that testosterone's effects are more region-specific than that of sex (as there are only 92 dual region testosterone-affected genes compared to 362 sex-specific ones) and that genetic sex has a much stronger effect on methylation of X-linked genes, whether they were subject to or escaped X inactivation (compare Figure 2c to 3g).

In both the striatum and BNST/POA, the sexually dimorphic gene sets showed a greater proportion of X-linked genes compared to the testosterone-affected gene sets (PN60 striatum, 26.6% vs. 6.1%; PN60 BNST/POA, 41.5% vs. 9.7%). When we consider just inactivation escapees, the results are largely similar to those from the whole set. At both ages and in both brain regions, we detected 5 of 14 known X inactivation escapees as being sexually dimorphic in their methylation (*1810030O07Rik*, *6720401G13Rik*, *Bgn*, *Mid1*, *Shroom4*) [34,35]. In contrast, only 1 of these 14 (striatum, *Mid1*; BNST/POA, *6720401G13Rik*) were affected by testosterone and only at PN60. Thus, it appears that the effect of testosterone on X-linked genes is rather limited in both the striatum and BNST/POA.

To examine the characteristics of testosterone-affected genes in adulthood, we used Ingenuity Pathway Analysis (IPA, Ingenuity Systems). Our analysis revealed that testosterone alters the methylation of genes belonging to a wide range of biological processes and functions (Table 1; Additional file 6: Table S5). Functional categories related to nervous system development were strongly represented in the datasets from both the striatum and the BNST/POA. Many of these functional categories were common to both regions of the brain and represented basic processes that are crucial for general neural function (for example, *morphology of nervous tissue*, *neuritogenesis*, *guidance of axons*, and *morphology of dendritic spines*). Genes related to *organization of cytoskeleton*, *microtubule dynamics*, and *apoptosis* were also altered in adulthood by neonatal testosterone treatment in both brain regions. We observed some biologically relevant differences between the striatum and the BNST/POA. In the XX vs. XX + T comparison, functional categories uniquely enriched in the adult striatal dataset included *neurotransmission*, *NMDA-mediated synaptic current*, *action potential of cells*, *long-term depression*, and *development of muscle*. The striatum also showed an enrichment of functional categories related to neurological disease (e.g., *dyskinesia*, *Huntington's disease*, *hyperactive behavior*, *seizures*, *mood disorder*, *ataxia*, and *amyotrophic lateral sclerosis*) (Table 2). Functional categories unique to the BNST/POA included *quantity of neurons*, *cell viability of neurons*, and *proliferation of neuronal cells* (Table 1). The presence of genes related to expansion and survival of neurons in the BNST/POA testosterone-affected dataset is intriguing given the role that cell death plays in the establishment of sex differences in this region [22] and recent evidence that cell birth may be an important mechanism that helps maintain the sexual dimorphism in the sexually dimorphic nucleus of the POA [36]. One effect of this cell death is that cells sampled at PN4 in XX are most likely not the same population as the cells sampled in adulthood. Therefore, the methylation differences that we observe might be a result of this change in the cellular population between the two time points studied.

**Table 1:** Biological functions associated with differentially methylated genes in XX vs. XX + T mice determined by IPA

**Category**	**Function annotation**	**Striatum**		**BNST/POA**	
		***p *** **value**	**Number of genes**	***p *** **value**	**Number of genes**
Nervous system development and function	Morphology of nervous system	1.02E − 08	108	3.91E − 06	63
	Development of central nervous system	6.63E − 08	80	4.71E − 08	54
	Morphology of nervous tissue	7.88E − 06	72	7.75E − 05	44
	Neuritogenesis	1.05E − 05	48	1.03E − 07	37
	Outgrowth of neurites	4.68E − 05	39	2.19E − 03	22
	Coordination	4.69E − 05	31	1.67E − 02	15
	Axonogenesis	1.48E − 04	24	1.18E − 04	17
	Excitatory postsynaptic potential	1.51E − 04	18	5.55E − 03	10
	Growth of neurites	1.75E − 04	41	5.21E − 03	23
	Morphology of neurites	7.77E − 04	23	1.99E − 04	17
	Morphology of dendritic spines	7.78E − 04	5	7.85E − 04	4
	Guidance of axons	9.29E − 04	21	1.60E − 05	18
	Outgrowth of axons	9.56E − 04	14	9.82E − 03	8
	Neurotransmission	6.32E − 05	44	-	-
	NMDA-mediated synaptic current	2.93E − 04	6	-	-
	Action potential of cells	3.58E − 04	18	-	-
	Long-term depression	1.30E − 03	13	-	-
	Quantity of neurons	-	-	3.81E − 05	24
	Cell viability of neurons	-	-	1.93E − 02	12
Cellular assembly and organization	Organization of cytoskeleton	1.86E − 07	125	1.72E − 06	77
	Microtubule dynamics	2.17E − 07	108	7.64E − 06	65
Skeletal and muscular system development and function	Development of muscle	2.55E − 06	49	-	-
Cell death and survival	Apoptosis	7.68E − 06	250	1.70E − 03	138
Cellular growth and proliferation	Proliferation of neuronal cells	-	-	1.25E − 02	13
Behavior	Learning	3.33E − 03	38	2.81E − 04	27
	Social behavior	-	-	2.59E − 03	7

This table shows examples of functional categories enriched in the XX vs. XX + T comparison for both the striatum and BNST/POA.

**Table 2:** Examples of top ‘neurological disease’ functional categories that were significantly enriched in striatal testosterone-influenced genes

**Function annotation**	***p *** **value**	**Number of genes**
Movement disorder	1.03E − 04	118
Congenital anomaly of brain	6.81E − 04	26
Dyskinesia	3.36E − 03	73
Huntington's disease	3.43E − 03	70
Hyperactive behavior	3.47E − 03	18
Schizophrenia	3.90E − 03	56
Jervell and Lange-Nielsen syndrome	4.66E − 03	2
Seizures	5.08E − 03	33
Mood disorder	5.35E − 03	50
Hydrocephalus	6.76E − 03	11
Ataxia	6.89E − 03	22
Amyotrophic lateral sclerosis	7.00E − 03	18
Incoordination	9.03E − 03	3
Oligodendroglioma	9.64E − 03	5
Spina bifida	1.33E − 02	7
Degeneration of brain	1.34E − 02	8

Examples of top ‘neurological disease’ functional categories that were significantly enriched in the list of testosterone-influenced genes (XX vs. XX + T) in the striatum as determined by Ingenuity Pathway Analysis.

We next examined the genomic features of fragments identified by RRBS as differing between XX and XX + T at PN60. In both brain regions, we found an underrepresentation of methylation changes not only in promoters (defined as ±500 bp relative to the transcription start site) but also in CpG islands. Gene-body methylation (the entire gene from the transcription start site to the end of the transcript) contributed substantially to testosterone-altered CpGs. CpGs located within introns were most susceptible to changes by testosterone (*p* value <1.00E − 94; Fisher's exact test). Testosterone-modified CpGs were also over-represented in exonic regions (*p* value <1.00E − 17; Fisher's exact test). These results are consistent with recent reports which suggest that in mammals, cell type-specific CpG methylation-related gene regulation mostly occurs at alternative promoters within gene bodies [37]. When we compared the methylation patterns of three subclasses of repetitive elements—short interspersed elements (SINEs), long interspersed elements (LINEs), and simple repeat regions—in our testosterone dataset, we detected a depletion of testosterone-affected CpG sites in LINEs (*p* value <1.00E − 14; Fisher's exact test).

### Identification of stably differentially methylated genes

To identify genes that showed stable differential methylation due to testosterone, we compared the genes that showed differential methylation between XX vs. XX + T at PN4 to the XX vs. XX + T genes at PN60. We defined stably differentially methylated genes as those in which a difference in CpG methylation at PN4 was also found at PN60. We found a limited number of such genes (19 genes in the striatum and 11 genes in the BNST/POA) (Table 3). About a third of these genes are X-linked but none are known to escape X inactivation, implying that testosterone does not affect X inactivation status. In 14/19 genes in the striatum and 10/11 genes in the BNST/POA, the magnitude of testosterone-driven changes in methylation (delta methylation between XX and XX + T) was similar at both PN4 and PN60. Except for a few genes (three genes in the striatum and two genes in the BNST/POA), the direction of the testosterone-dependent epigenetic modifications remained the same between PN4 and PN60. The majority of the locations where stable testosterone-driven differential methylation is observed are associated with multiple genomic features. In both brain regions, the genomic feature most strongly associated with stable methylation changes is gene bodies (associated with 18/19 genes in the striatum and 11/11 genes in the BNST/POA). Next is methylation changes in CpG islands (striatum, 11/19 genes, BNST/POA, 6/11 genes) and then promoter regions (striatum, 7/19 genes, BNST/POA, 6/11 genes). Overall, the small number of genes showing stable differential methylation indicates that testosterone-induced methylation patterns are dynamic and can develop long after the initial exposure.

**Table 3:** Testosterone-driven methylation changes at several genes are maintained into adulthood

** Gene symbol**	**Δ Me at PN4**	**Fragment coordinate at PN4**	**Δ Me at PN60**	**Fragment coordinate at PN60**	**Associated genomic features**		
					**Prom**	**GB**	**CGI**
Striatum							
4921515J06Rik	0.22	chr3:108742959-108743236	−0.13	chr3:108742959-108743236	X	X	X
Taf4b	−0.11	chr18:15048075-15048318	−0.1	chr18:15048075-15048318		X	
F8a	−0.1	chrX:70473904-70474128	−0.13	chrX:70474305-70474419		X	X
Fmr1	−0.1	chrX:65932427-65932537	−0.11	chrX:65932427-65932537		X	X
Kcnq1	0.28	chr7:150455734-150456023	−0.14	chr7:150481372-150481523		X	X
Rbbp7	−0.23	chrX:159198854-159199070	−0.12	chrX:159198688-159198839	X	X	X
Sox3	−0.11	chrX:58145676-58145842	−0.11	chrX:58146499-58146619	X	X	X
Dab1	−0.1	chr4:104298501-104298709	−0.11	chr4:104275571-104275789		X	
Nnat	−0.13	chr2:157385832-157386011	−0.12	chr2:157386045-157386214	X	X	X
Arid3b	−0.19	chr9:57685767-57685957	−0.11	chr9:57685767-57685957	X		
Grip1	−0.21	chr10:119402892-119403155	−0.12	chr10:119402892-119403155		X	X
Lonrf3	−0.1	chrX:33868422-33868652	−0.12	chrX:33869078-33869231	X	X	X
Clybl	−0.15	chr14:122662639-122662815	−0.12	chr14:122629995-122630146		X	
Sorcs2	−0.13	chr5:36720053-36720329	−0.12	chr5:36511861-36512058		X	
2610018G03Rik	−0.11	chrX:48194982-48195124	−0.12	chrX:48194982-48195124		X	X
Rap2c	−0.17	chrX:48370998-48371218	−0.12	chrX:48370998-48371218	X	X	X
Fndc3b	0.12	chr3:27382887-27383015	−0.21	chr3:27368716-27368995		X	
Ubash3b	−0.12	chr9:40872064-40872268	−0.14	chr9:40872064-40872268		X	
Foxk1	−0.25	chr5:142921051-142921281	−0.27	chr5:142921051-142921281		X	
BNST/POA							
Igfbp7	−0.13	chr5:77809526-77809779	−0.21	chr5:77786342-77786589		X	
Odz3	−0.11	chr8:49626485-49626755	0.12	chr8:49395012-49395267		X	
Emd	−0.13	chrX:71500275-71500386	−0.11	chrX:71500067-71500242	X	X	X
Herc3	−0.12	chr6:58856760-58856872	−0.12	chr6:58856760-58856872	X	X	X
Commd1	−0.16	chr11:22873668-22873935	−0.12	chr11:22872579-22872758	X	X	X
Bcor	−0.14	chrX:11715730-11715985	−0.11	chrX:11703662-11703859		X	
Nap1l5	−0.12	chr6:58856760-58856872	−0.12	chr6:58856760-58856872	X	X	X
Gpr179	−0.14	chr11:97193837-97194108	−0.11	chr11:97197795-97197992		X	
Zrsr1	−0.16	chr11:22873668-22873935	−0.12	chr11:22872579-22872758	X	X	X
Lonrf3	−0.12	chrX:33868422-33868652	−0.1	chrX:33869078-33869231	X	X	X
Sdk1	−0.13	chr5:142590169-142590448	0.12	chr5:142312410-142312648		X	

Differential CpG methylation values between XX and XX + T at PN4 and PN60 are shown. *Negative delta* methylation indicates higher methylation in XX + T. Genomic features associated with the differentially methylated region are indicated by the last three columns. An ‘X’ indicates that the fragment overlaps with a feature (*Prom* promoter, *GB* gene body, *CGI* CpG island).

### Testosterone-induced masculinization of methylation

We next assessed whether testosterone induces a broad shift in CpG methylation in the brains of XX + T mice from a female-typical to a more male-typical pattern. We first identified CpG sites that were sexually dimorphic and defined them as those that displayed a significant difference in methylation levels between control females and control males (*p* value ≤0.05 measured by the Student's *t* test; FDR approximately 7% to 13%). This analysis identified about 12,000–20,000 sites in each brain region. For each site, we arbitrarily defined the male methylation level as 0 and the female level as 100. The XX + T methylation levels at these same sites were normalized to this scale and graphed on a continuum between 0 and 100.

Almost all the sexually dimorphic CpG sites were more similar to females than males in the XX + T group at PN4 in both the striatum and the BNST/POA (Figure 4a,c); that is, testosterone treatment on the day of birth had not masculinized the methylome by PN4. However, by PN60, a large number of sexually dimorphic CpG sites in both the striatum and BNST/POA demonstrated methylation levels more similar to males than to females (*p* value <2.20E − 16, Kolmogorov-Smirnov test) (Figure 4b,d). The shift toward male values was more pronounced in the striatum than in the BNST/POA (compare Figure 4b to 4d). The distribution of sexually dimorphic CpG sites in PN60 XX + T resembles a bimodal distribution (Figure 4b). These findings have two important implications. The first is that neonatal testosterone treatment of females induces a clear shift to more masculine methylation patterns that is only apparent as the animal ages. The second is that the methylome of the striatum may be more responsive to the effects of neonatal testosterone than the BNST/POA. Additional file 7: Table S6 contains the full list of masculinized genes.

**Figure 4:**
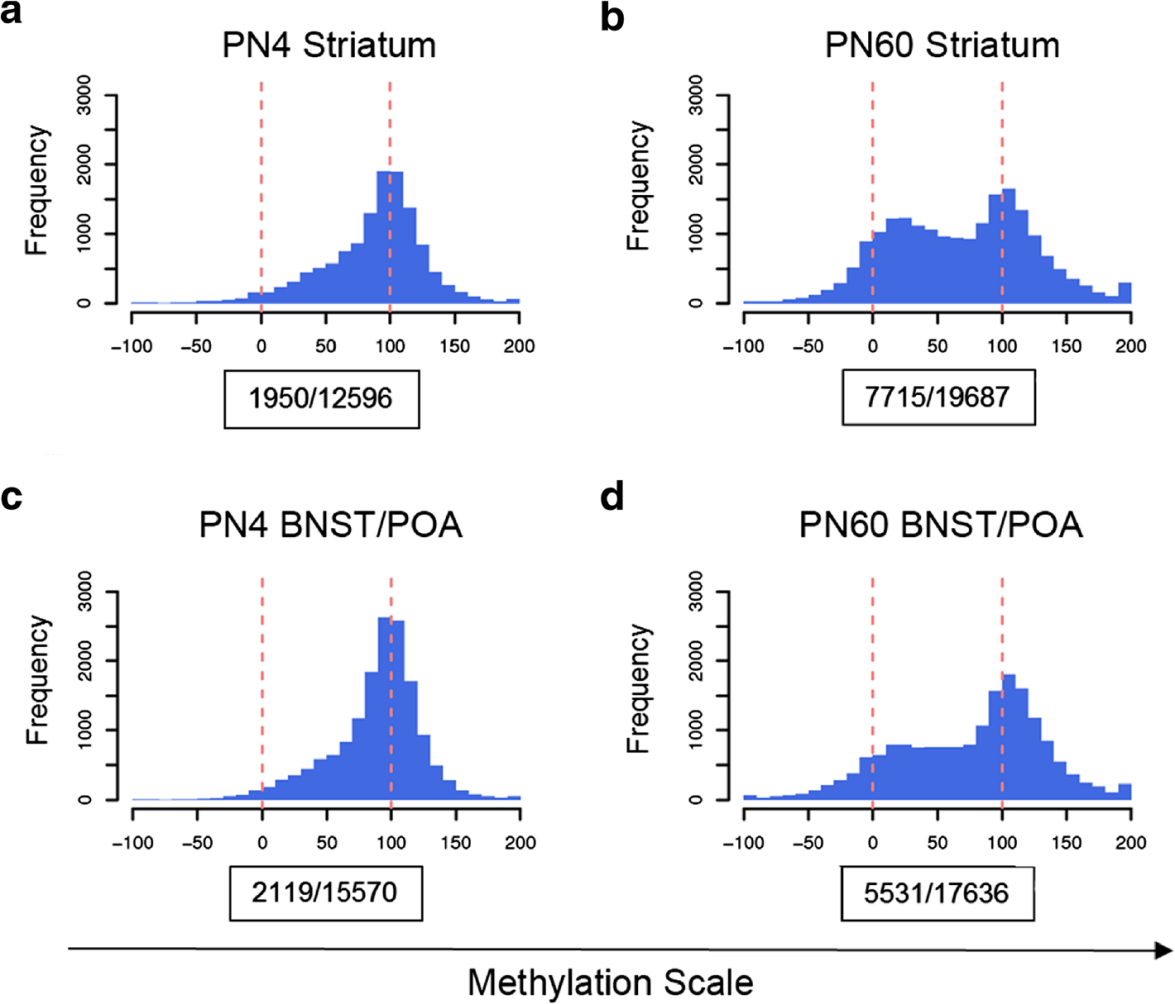
**CpG methylation patterns are more masculine in XX + T than XX at PN60.** Mean XX + T methylation of the sites that display sizable basal sex differences (delta methylation_(XX-XY)_ ≥15%, *p* value ≤0.05) are plotted on a scale where 0 corresponds to XY and 100 corresponds to XX methylation levels. At the *bottom* of each histogram the *first number* in the box represents the number of masculinized sites (methylation scale ≤50) divided by the *second number* which is the number of total sites in the histogram. PN4 **(a)** and PN60 **(c)** striatum, PN4 **(b)**, and PN60 BNST/POA **(d)**. In both brain regions, the PN60 distribution was significantly different from PN4 (*p* value <2.20E − 16, Kolmogorov-Smirnov test).

### Expression analysis

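The expression data compare 3 groups of mice in the striatum and in the BNST/POA at days 4 and 60. XX females received oil on the day of birth, XX+T females received 100 ug testosterone propionate that day, and XY males received oil. The mice kept to day 60 were gonadectomized and all of them carried testosterone implants from day 45, so the groups differ by sex and by treatment at birth. By the paper's methods each litter received either testosterone or oil, and weaned cage mates came from the same litter. XX+T and XX females therefore also differ by litter and cage, which cannot be told apart from treatment. Each array holds RNA from a pool of 3 animals. The paper calls the pools unique, and whether striatal and BNST/POA pools of the same number come from the same animals is not given in the sources used here. The deposited files hold 57 Illumina MouseRef-8 arrays: 5 in each of the 12 groups except day 60 XX+T in the BNST/POA, day 60 XX+T in the striatum and day 60 XY in the striatum, which have 4 each.
An array has no read count, so the number of probes detected (detection p under 0.05) stands for its depth. At day 4 in the striatum the lowest, median and highest counts were 12967, 13487 and 13617 for XX, 13284, 13415 and 13643 for XX+T, and 12926, 13225 and 13543 for XY. At day 4 in the BNST/POA they were 12940, 12948 and 13469 for XX, 12976, 13239 and 13845 for XX+T, and 12754, 13213 and 13550 for XY. The day 60 striatal arrays had 11258, 11736 and 11931 (XX), 11537, 12472 and 13895 (XX+T) and 11526, 12121.5 and 12589 (XY). Those of the day 60 BNST/POA had 12404, 12492 and 12537 (XX), 11967, 12950 and 13350 (XX+T) and 11687, 12009 and 13308 (XY).
The authors deposited scanner intensities averaged over beads with a detection p-value per probe, and a table of log2 values that are quantile-normalized over all arrays. From the intensities, log2 values were quantile-normalized again and probes detected on at least 20 arrays were kept. Differences between groups were then fitted with limma, with 2 groups at both ages of 1 region in each fit, and called at a Benjamini-Hochberg adjusted p under 0.05. Lists of genes named before any fit were tested with camera at an inter-gene correlation of 0.01 and again with the correlation estimated. Which groups share a fit, how background is treated, how arrays are scaled and weighted, which probes are kept, and whether 5 arrays drawn apart from their groups in the paper's dendrogram stay in are among the choices that change the counts of called probes.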

We also carried out transcriptome profiling on five biological replicates per experimental group using cDNA microarrays. Each replicate consisted of a unique pool of tissue from three animals from the same set of samples used for methylomic analysis. After filtering for high-quality expression data, 57 samples and 13,776 array probes were retained for differential expression analysis. 

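The detection rule left 13731 probes for 9573 genes on the 57 arrays. Arrays of day 4 detected 12754 to 13845 probes (median 13400). Those of day 60 detected 11258 to 12732 (median 12001), apart from 5 arrays with 13014 to 13895 (median 13308): striatal XX+T pools 3 and 6, BNST/POA XX+T pools 5 and 6, and BNST/POA XY pool 6. Log2 raw intensities of single arrays correlated with those of their own group at a mean r from 0.933 to 0.996, lowest in the day 60 BNST/POA XY group (0.933 to 0.979) and the day 60 striatal XX+T group (0.944 to 0.969).
Transcripts of the sex chromosomes followed the labels on 56 of the 57 arrays. The Y-linked Eif2s3y, a translation initiation factor subunit, read 8.73 to 9.95 log2 units on the 19 XY arrays and 6.78 to 7.10 on 37 XX and XX+T arrays. Xist, the RNA that coats the inactive X, read 6.93 to 7.32 in XY and 7.45 to 9.47 in those 37 arrays. The remaining array, labelled day 60 striatal XX+T pool 3, read 8.30 for Eif2s3y, 49.2% of the way on the linear scale from the other striatal XX and XX+T arrays to the XY arrays (lowest XY array 77.0%). Its Kdm5d, another Y-linked gene, lay 61.3% and its Ddx3y 28.2% of the way, and its Xist read 7.12 with a detection p of 0.178. Its X-linked Kdm6a read 9.73, below the other 8 XX and XX+T arrays (10.35 to 11.02) and below the lowest XY array (9.96), 170% of the way.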

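Adult striatum differs from the day 4 striatum in most probes measured, and the 10 largest rises are of Pvalb and of probes for the myelin genes Mal, Opalin, Mobp, Mbp, Mag, Mog and Cldn11. Pvalb, a calcium-binding protein of fast-spiking interneurons, rose from 7.72 (SD 0.37, 15 arrays) to 14.2 log2 units (SD 0.59, 13 arrays), a log2 fold change of 6.41 (SE 0.17, adjusted p = 3.19e-22). Of 15 oligodendrocyte and myelin genes, 14 rose in the striatum, among them the myelin proteins Mbp (log2 fold change 5.12, SE 0.07) and Mal (at least 44.8-fold), and 1 fell. Mal was detected on no day 4 array, so its fold is a lower bound taken against the detection floor of those arrays, and "at least" marks such bounds wherever they appear. Genes of growing neurons fell, such as Dpysl3, which guides axon growth (-5.23, SE 0.11, adjusted p = 1.81e-24), and the microtubule protein Dcx (-4.61, SE 0.10, adjusted p = 2.73e-24), each on all 13 adult arrays.
In the BNST/POA 14 of the 15 myelin genes rose with age (median log2 fold change of the list 3.27, against 4.40 in the striatum) and 15 of 16 genes of proliferation and immature neurons fell in each region (median -1.92 in the striatum and -1.09 in the BNST/POA, or -0.94 with undetected genes at their bounds). Among 15 hypothalamic neuropeptide and transmitter genes 12 rose in the BNST/POA, such as oxytocin (Oxt, 3.09, SE 0.12) and vasoactive intestinal peptide (Vip, 2.28), and 1, neuropeptide Y (Npy, -1.99), fell. Kiss1, which encodes the kisspeptin peptides that drive gonadotropin release, rose there by 1.63 (SE 0.13). Every day 60 animal had been gonadectomized and carried a testosterone implant, and no day 4 animal had. In both regions age therefore cannot be told apart from gonadectomy and implant. The spread of the raw signal runs with age as well. Its interquartile range in log2 units was 1.68 to 2.14 at day 4 and 1.12 to 1.65 at day 60. The 5 day 60 arrays with more probes detected are left out of the latter and read 1.76 to 2.10. Whether this spread comes from the tissue or from the handling of the arrays was not tested. Microglial genes rose in 11 of 12 cases in the striatum (median 1.52, Trem2 2.24, C1qb 2.30) and in 10 of 12 in the BNST/POA (median 0.68), where 1 fell.
In camera the myelin list (adjusted p = 3.61e-10 in the striatum, 0.00356 with an estimated correlation, and 3.27e-12 in the BNST/POA, 3.59e-04 with an estimated correlation) and the immature neuron list (8.81e-09, 0.0179 with an estimated correlation, and 8.46e-08, 0.00114 with an estimated correlation) passed both ways. The microglial list passed at 5.82e-06 in the striatum (0.0256 with an estimated correlation) and at 0.0018 in the BNST/POA (adjusted p = 0.068 with an estimated correlation). The neuropeptide list of the BNST/POA had an adjusted p of 9.25e-04 (adjusted p = 0.296 with an estimated correlation).
Limma called 10919 of 13731 probes between the ages in the striatum (5240 up, 5679 down) and 9872 in the BNST/POA (4766 up, 5106 down, 14 adult and 15 day 4 arrays). Centring each array on its median in place of quantile normalization moves the median of all genes by 0.20 in the striatum and 0.16 in the BNST/POA, and the split of calls becomes 7329 up and 4239 down in the striatum and 6744 up and 3873 down in the BNST/POA.
Summed over the 13731 probes, age accounts for 51.0% of the variance, region for 21.2% and group for 2.05%. Labels placed freely over all arrays would reach 1.79%, 1.79% and 3.57% by chance. The groups are spread almost evenly over ages and regions, so 3.57% is too high a mark for group. Whether 2.05% lies above or below chance cannot be told from it. Principal component 1 holds 56.2% of the variance and follows age (R squared 88.5%). Component 2 holds 21.8% and follows region (91.2%). Group reaches its highest R squared, 8.39%, on component 5, which holds 1.14%. Within 1 region and age, group accounts for 24.2% in the day 60 striatum (16.7% by chance), 13.6% in the day 4 striatum (14.3%), 12.7% in the day 4 BNST/POA (14.3%) and 12.1% in the day 60 BNST/POA (15.4%).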

According to principal component analysis (PCA), age and brain region explained 78% and 48% of the expression variance, respectively, while experimental group differences only explained up to 0.05% (Figure 5a; Additional file 8: Table S7).

**Figure 5:**
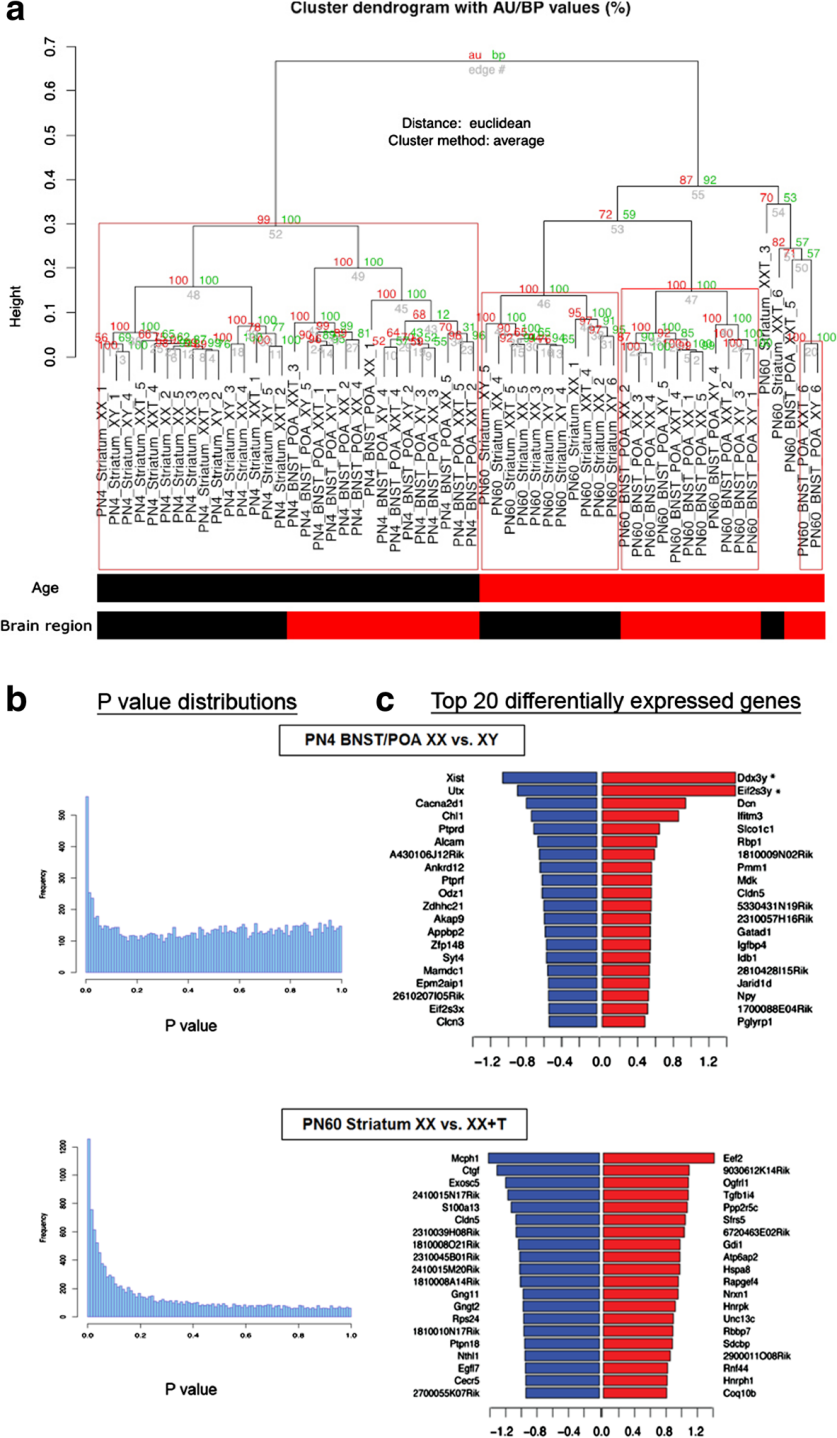
**RNA samples cluster based on age and brain region differences. (a)** Dendrogram representing hierarchical clustering of samples based on 1-Pearson correlation of the genome-wide expression profiles. *Red values* are approximately unbiased (*AU*) *p* values, and *green values* are bootstrap probability (*BP*) values. Values on the edges of the dendrogram are *p* values (%). Samples tended to cluster by age (PN4/PN60) and brain region (striatum/BNST/POA). **(b)***p* value distributions of comparison groups that demonstrated a significant differential expression signal (PN4 XX vs. XY BNST/POA and PN60 XX vs. XX + T striatum). **(c)** Each *bar plot* represents the log_2_ fold changes in gene expression of the top 20 upregulated and downregulated probe sets. For each plot the relative gene expression fold changes are shown for the XY or XX + T relative to the XX. Positive fold change values represent increased expression in XY or XX + T relative to XX mice.

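Every array has its closest match, by correlation over the 13731 probes, in an array of the same region and age (57 of 57). For 24 of 57 arrays that match is also of the same group, with 16.2 by chance. The first branching of the average-linkage tree of 1 minus Pearson correlation separates the 30 day 4 arrays from the 27 day 60 arrays, and at 5 clusters the regions are separate at both ages (15 and 15 arrays of day 4, 12 and 11 of day 60) with 4 day 60 arrays on their own. Those 4, 2 of striatum and 2 of BNST/POA, 3 of them XX+T and 1 XY, are among the 5 day 60 arrays drawn apart from their groups in the dendrogram, and they split off before the regions do. On component 3, which holds 8.06% of the variance, membership in these 5 arrays has an R squared of 64.4%, age 8.06%, group 6.37% and region 4.62%.

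**Figure D1:**
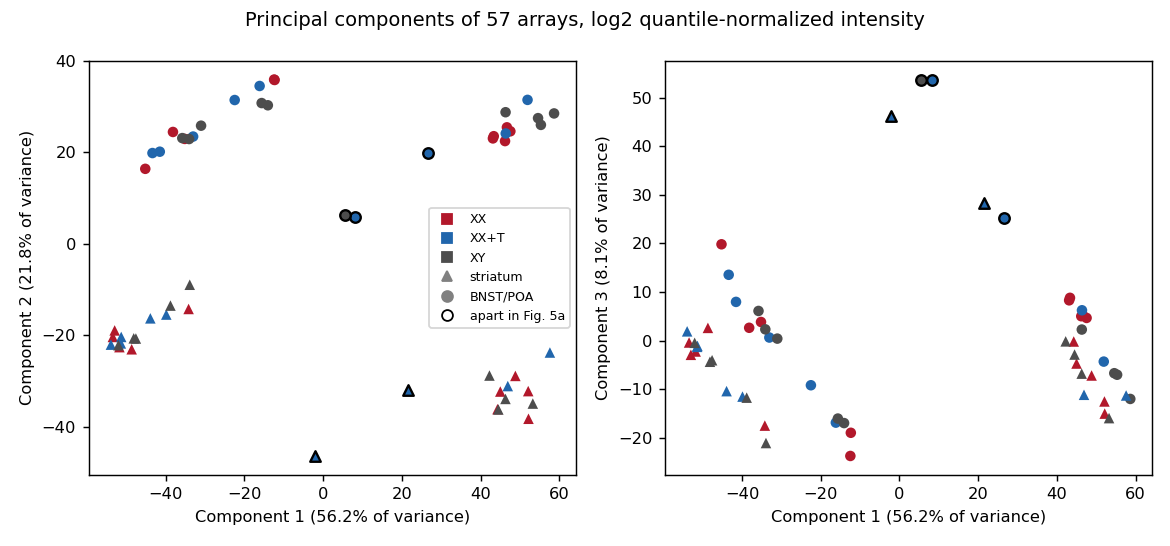
Each point is 1 array placed by its scores on components 1 and 2 (left) and 1 and 3 (right), coloured by group (XX red, XX+T blue, XY grey) with triangles for striatum and circles for BNST/POA. Component 1 (56.2%) separates the ages, and the 5 arrays ringed in black lie between the ages on it and highest on component 3 (8.06%).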

To identify genes with sex-specific expression patterns and those in which expression is regulated by testosterone, we tested each of the possible pairwise comparisons (XX vs. XY, XX vs. XX + T, XX + T vs. XY) in different ages and brain regions. Significant differential expression signals were only observed for (1) XX vs. XY comparison at PN4 in BNST/POA (*n* = 5 per group, Benjamini-Hochberg (BH)-adjusted *p* value (FDR) <0.05, 21 genes) and (2) XX vs. XX + T at PN60 in the striatum (*n* = 5 per group, BH-adjusted *p* value (FDR) <0.05, 99 genes) (Figure 5b,c). qRT-PCR was performed to validate the microarray results. 

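In the BNST/POA of day 4 pups, XY differed from XX in 11 probes that rose and 12 that fell, of which 8 are of X- or Y-linked genes (GRCm38 gene table). The Y-linked RNA helicase Ddx3y rose by 2.51 log2 units (SE 0.16, adjusted p = 2.35e-08, 10.5 with SD 0.25 in XY against 7.99 with SD 0.09 in XX). Eif2s3y rose at least 4.03-fold and the Y-linked histone demethylase Kdm5d at least 1.19-fold. Of the genes the paper names, the X-linked histone demethylase Kdm6a fell by 0.90 (SE 0.10, adjusted p = 2.34e-04), the cell adhesion molecule Alcam by 0.67 (SE 0.12, adjusted p = 0.0173, 9.23 against 9.90) and the zinc finger gene Gatad1 rose by 0.54 (SE 0.09, adjusted p = 0.0173, 9.55 against 9.01). Xist fell at least 1.80-fold. Among autosomal genes the interferon-induced Ifitm3 rose by 0.86 (SE 0.15, adjusted p = 0.0196), while the kappa opioid receptor Oprk1 fell by 0.37 (SE 0.07, adjusted p = 0.0479) and the synaptotagmin Syt4 by 0.57 (SE 0.11, adjusted p = 0.0274). For every called probe all 5 XY arrays lay on the same side of the XX mean. A second Gatad1 probe with higher intensity read 0.22 and was not called, and for some other genes too the call depends on the probe.
In camera, the list of 4 Y-linked genes was shifted up (3 called, median 1.49, or 1.13 with undetected genes at their bounds, adjusted p = 2.89e-14, 9.12e-05 with an estimated correlation) and that of 8 X-linked genes that escape inactivation down (3 called, median -0.15, adjusted p = 7.72e-04, 0.0154 with an estimated correlation). With the fixed correlation alone, lists of endothelial genes (0 of 14 called, 5 up adjusted over the list alone, median 0.22, adjusted p = 3.77e-05, adjusted p = 0.159 with an estimated correlation), microglial genes (0 of 12, 3 over the list alone, 0.14, 0.00138, adjusted p = 0.0818 with an estimated correlation), mural and fibroblast genes (0 of 7, 1 over the list alone, 0.48, 0.00138, adjusted p = 0.258 with an estimated correlation) and neuropeptides (0 of 15, 3 over the list alone, 0.07, 0.0207, adjusted p = 0.293 with an estimated correlation) were shifted up in XY. So were ribosomal protein genes (48 of 55 positive, median 0.10, 3.77e-05, adjusted p = 0.244 with an estimated correlation) and respiratory chain genes (65 of 71, 0.12, 2.36e-08, adjusted p = 0.293 with an estimated correlation), and synapse genes were shifted down (12 of 15 negative, -0.14, 0.0141, adjusted p = 0.59 with an estimated correlation).
At unadjusted p under 0.05 there were 1393 probes, with 687 by chance, and 7 of 100 ways of splitting these 10 arrays reached that number (highest other 3714). No other split called 23 probes (highest other 18), but the label itself fixes the 8 called probes of X- and Y-linked genes. In a count added after the data were seen, the 15 called probes of other genes were matched by 2 of 100 splits, the real one included (highest other 18). The count moves with single arrays: 106, 8, 20, 7 and 10 probes without XX pool 1, 2, 3, 4 or 5, and 17, 8, 42, 10 and 7 without XY pool 1, 2, 3, 4 or 5. A fit of these groups without day 60 calls 5 probes, and 4 of them are among the 23. The count is 12 after normexp, 15 after median centring and 47 with no detection filter. It is 93 with all 6 groups of the region in the fit, 137 with the replicate number as a replicate block, 197 without the 5 arrays that stand apart and 596 with array weights, and each of these 4 keeps all 23.

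**Figure D2:**
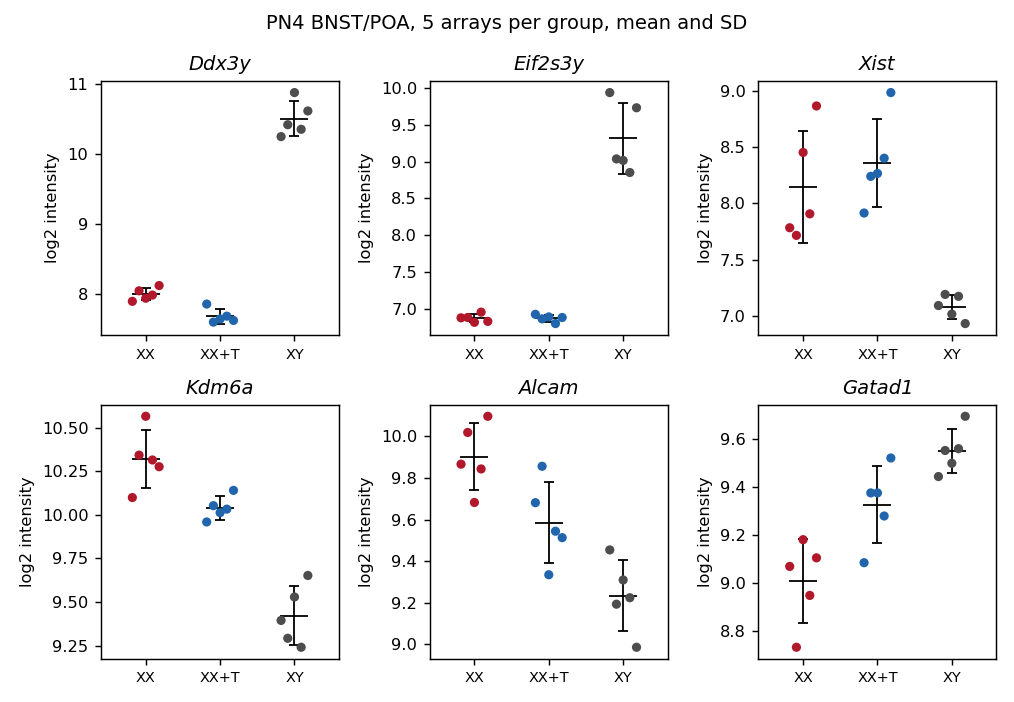
Log2 intensity of 6 genes in the day 4 BNST/POA, with 1 point per array (5 per group) and bars for the group mean and SD. Ddx3y and Eif2s3y are high in XY alone, Xist is low in XY, and Alcam (9.23 in XY, 9.90 in XX) and Gatad1 (9.55 and 9.01) differ by less than 1 log2 unit.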

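Y-linked genes separate XY from both XX groups in the other region and ages as well. Against XX, Ddx3y rose by 2.81 in the day 4 striatum (adjusted p = 2.84e-10, 5 and 5 arrays), by 2.59 in the day 60 striatum (SE 0.17, adjusted p = 5.22e-09, 4 and 5 arrays) and by 3.19 in the day 60 BNST/POA (SE 0.16, adjusted p = 2.95e-10, 5 and 5 arrays), on every XY array. Eif2s3y rose at least 4.35-fold, 2.93-fold and 3.99-fold, and Kdm5d at least 1.102-fold, 1.08-fold and 1.14-fold. In the day 4 striatum Xist fell at least 1.85-fold and Eif2s3x, the X-linked partner of Eif2s3y, by 0.67 (adjusted p = 0.00863). In the day 60 BNST/POA Xist (lower at least 1.49-fold, adjusted p = 0.0546) and Eif2s3x (-0.58, adjusted p = 0.0658) did not pass. Limma called 6, 3 and 3 probes in these comparisons, with 488, 901 and 352 at unadjusted p under 0.05 and 687 by chance.
Against XX+T, the called probes in all 4 settings were of Ddx3y, Eif2s3y, Kdm5d, Xist and Eif2s3x. There were 3 in the day 4 striatum (Ddx3y 2.81, SE 0.26, and Eif2s3x -0.54, SE 0.07), 5 in the day 4 BNST/POA (Ddx3y 2.82, Xist down at least 2.10-fold), 3 in the day 60 striatum (Ddx3y 2.58, SE 0.29, Eif2s3y 1.74, SE 0.26, Eif2s3x -0.50, SE 0.08) and 2 in the day 60 BNST/POA (Ddx3y 3.56, SE 0.17). In the day 60 striatum XX+T pool 3 is included, the array with Y-linked transcripts. It reads Eif2s3y at 8.30, against 6.86 to 6.95 on the other XX+T arrays, which makes the Eif2s3y difference smaller. Without that array 4 probes were called. Probes at unadjusted p under 0.05 numbered 129, 342, 1792 and 646 in the 4 settings. XX+T against XX in the day 4 BNST/POA called 0 probes in limma (507 at unadjusted p under 0.05, smallest adjusted p 0.831), and no list passed there.
In these 7 comparisons of XY all called probes are of X- or Y-linked genes and 0 are of other genes, so the label fixes the calls and counts over other splits of the arrays do not test them. Some splits call many more probes than the real groups (highest 398 and 225 for XY against XX in the day 4 and day 60 striatum, 3234 and 7219 for XY against XX+T in the day 60 striatum and BNST/POA), which points to a structure of the samples other than the groups.
With array weights XY against XX in the day 60 BNST/POA calls 180 probes, and XY against XX+T calls 9 in the day 4 striatum, 41 in the day 4 BNST/POA and 23 in the day 60 BNST/POA. Without XX+T pool 4 the XY to XX+T comparison in the day 60 striatum calls 1411 probes, without pool 5 it calls 28, and without XX+T pool 6 or XY pool 6 it calls 1. In the day 60 BNST/POA, leaving out XY pool 6 gives 12 probes against XX and 11 against XX+T, and leaving out XY pool 5 gives 4 against XX+T. For XY against XX+T in the day 4 BNST/POA the count is 2 without XX+T pool 3, XY pool 4 or XY pool 5, and 3 without XX+T pool 4 or 5 or XY pool 2 or 3.
In camera the 4 Y-linked genes were shifted up against XX (median 1.47 in the day 4 striatum, 1.27 in the day 60 striatum and 1.51 in the day 60 BNST/POA, or 1.13, 0.83 and 1.09 at their bounds, adjusted p with an estimated correlation 2.07e-07, 8.74e-06 and 7.33e-07) and the X-linked escape genes down (-0.24, -0.24 and -0.27, adjusted p with an estimated correlation 1.17e-04, 0.00155 and 2.5e-05). In the same order 8, 5 and 7 lists passed with the fixed correlation, and of these 2, 2 and 2 passed with the estimated one. Among the lists that did not were ribosomal protein genes in the day 4 striatum (0.07, 2.04e-07, adjusted p = 0.181 with an estimated correlation) and in the day 60 BNST/POA (-0.07, 1.41e-05, adjusted p = 0.172 with an estimated correlation), neuropeptides in the day 60 BNST/POA (-0.14, 9.54e-04, adjusted p = 0.142 with an estimated correlation) and thalamic genes in the day 60 striatum (-0.26, 0.00468, adjusted p = 0.308 with an estimated correlation).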

All genes detected as significantly different in the BNST/POA XX vs. XY PN4 microarray showed significant differences by PCR in the expected direction (Additional file 5: Figure S2). We did not have the biological material to validate the striatal XX vs. XX + T PN60 microarray.

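No probe passed in the striatum between females given testosterone at birth and oil-treated females 4 days later. Of the genes that separate these groups as adults in the paper's supplementary table, the kinase Sgk1 differed at day 4 by -0.05 and the matricellular protein Ccn2 by -0.21 log2 units (5 arrays per group, adjusted p = 1 for each). Among genes of the tested lists, those of choroid plexus and cortical neurons read differently between the groups, but they vary between pools and none passed alone. Whether neighbouring tissue in the dissection is their source was not tested. Choroid plexus genes read higher in XX+T, such as transthyretin (Ttr, 1.16, SE 0.95) and the ion channel Clic6 (0.74, SE 0.26). Cortical neuron genes read lower, such as the vesicular glutamate transporter Slc17a7 (-0.90, SE 0.37, all 5 XX+T arrays below the XX mean) and the transcription factor Tbr1 (-0.43).
Limma called 0 probes between XX+T and XX in the day 4 striatum. There were 61 at unadjusted p under 0.05 (687 by chance) and 1 under 0.005, and the smallest adjusted p was 1. This fit takes its error from day 60 too, where XX+T arrays vary more (mean r with their group 0.944 to 0.969, against 0.992 to 0.995 at day 4). The low count therefore does not show likeness: other splits gave a median of 119, and it was 157 without the 5 day 60 arrays that stand apart. With day 4 arrays alone limma also called 0. In camera, all 5 ependymal and choroid plexus genes were shifted up (median 0.53, 0 called, adjusted p = 1.05e-07, adjusted p = 0.107 with an estimated correlation) and all 6 cortical excitatory neuron genes down (median -0.33, 0 called, adjusted p = 8.01e-06, adjusted p = 0.115 with an estimated correlation). The other 23 lists did not pass. In simulated arrays 64 of 100 changes of 0.5 log2 units were called, and 91 at 1 log2 unit. Their noise was independent between probes and equal in all groups, so power in the real arrays may be lower.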

None of the genes in the striatal PN4 XX vs. XX + T comparison survived BH adjustment. However, by day 60 of life, 99 genes demonstrated statistically significant testosterone-dependent expression changes (BH-adjusted *p* value (FDR) <0.05). This finding was consistent with the trend observed in the methylation data. In addition, the gene expression differences associated with testosterone treatment were less pronounced in the BNST/POA than in the striatum in adulthood (Additional file 8: Table S7). 

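In the adult striatum, females given testosterone at birth differed from oil-treated females in 105 probes, 42 higher and 63 lower (4 XX+T and 5 XX arrays, median size 0.55, largest 1.31 log2 units). For each named gene below all 4 XX+T arrays lay on the called side of the XX mean. The RNA exosome subunit Exosc5 fell from 10.6 (SD 0.17) to 9.38 (SD 0.69), a change of -1.20 (SE 0.21, adjusted p = 0.0301), with XY males at 10.3 (SD 0.28). Ccn2 fell by 1.31 (SE 0.28, adjusted p = 0.0424), with 11.2 (SD 0.74) against 12.5 (SD 0.40) and overlapping groups. Also called were the tight junction protein Cldn5, which fell by 1.07 (SE 0.21, adjusted p = 0.0402), and the thyroxine transporter Slco1c1, which fell by 0.61 (SE 0.12, adjusted p = 0.0402), 2 of 14 endothelial genes. Other calls that fell were the microglial receptor gene Fcrls (-0.55, SE 0.12, adjusted p = 0.0424) and Gadd45b, a stress-induced gene linked to DNA demethylation (-0.61, SE 0.11, adjusted p = 0.0301).
Among the called genes, the phosphatase 2A subunit Ppp2r5c rose by 1.07 (SE 0.22, adjusted p = 0.0402), Unc13c, which primes synaptic vesicles, by 0.89 (SE 0.20, adjusted p = 0.0481), and Sgk1 by 0.68 (SE 0.14, adjusted p = 0.0408), from 12.7 (SD 0.20) to 13.4 (SD 0.27). The groups overlap for Ppp2r5c. Another Ppp2r5c probe, with higher intensity, read 0.32 and was not called (adjusted p = 0.136). The smallest adjusted p, 0.0147, belongs to the metabolic enzyme Taldo1 (-0.51, SE 0.07) and to Txndc15 (-0.47, SE 0.07).
At unadjusted p under 0.05 there were 3593 probes, with 687 by chance. Of 100 ways of splitting these 9 arrays, 8 called at least 105 probes (highest other 3031), so chance cannot be excluded for the count, and a split with many times the real count points to a structure of the samples other than treatment. Striatal XX+T pools 3 and 6 are among the 5 arrays that stand apart in the dendrogram. Without those 5 arrays XX+T pools 4 and 5 alone remain, so calls can be lost through lower power alone. Limma then called 5 probes and none of the 105: Exosc5 -0.64 (adjusted p = 0.0603), Cldn5 -0.68 (0.210), Sgk1 0.50 (0.228). All 105 kept their sign, at a median 0.651 of their size, in part expected since they were picked with all arrays.
The count is 3, 3, 98, 0 and 318 without XX pool 1, 2, 3, 4 or 5, and 4, 4008, 1575 and 0 without XX+T pool 3, 4, 5 or 6. It is 0 in a fit of these groups without day 4, 0 with array weights and 0 with the replicate number as a replicate block. It is 940 with all 6 groups of the region in the fit, 51 after normexp background correction and 39 (6 up, 33 down) after median centring. The fit used here takes its error from day 4 too. There XX+T arrays vary less (mean r with their group 0.992 to 0.995, against 0.944 to 0.969 at day 60). The SE and adjusted p of the day 60 differences may therefore be too small. XX+T pool 3 is the array with Y-linked transcripts, and of the 4 probes called without it Exosc5 fell by 0.93 (adjusted p = 0.0412). The paper states that testosterone-dependent expression changes are present by day 60 and sets this beside the trend in its methylation data.

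**Figure D3:**
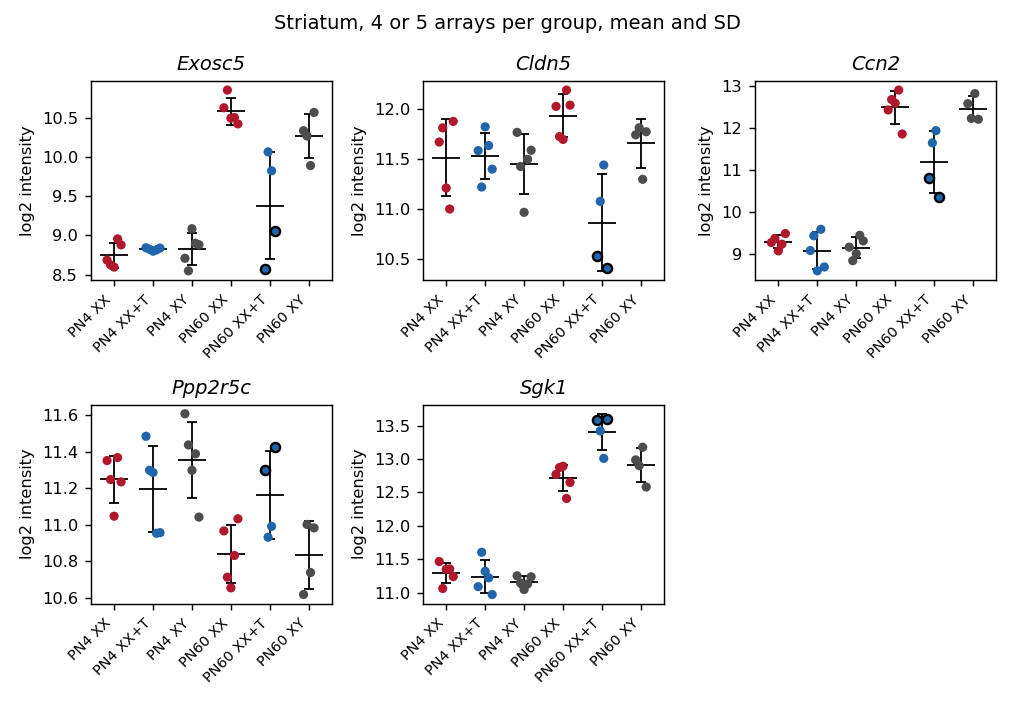
Log2 intensity of 5 striatal genes at days 4 and 60 in XX, XX+T and XY, with 1 point per array, bars for mean and SD, and rings around arrays that stand apart in the dendrogram. At day 60 the ringed XX+T arrays lie farthest from XX for Exosc5 (group means 9.38 and 10.6) and Ccn2 (11.2 and 12.5). The Ppp2r5c panel shows the brighter probe that was not called.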

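Of 25 gene lists compared between XX+T and XX in the adult striatum, that of mature synapse genes passed with the fixed correlation (adjusted p = 0.0171, adjusted p = 0.889 with an estimated correlation). Its median of 0.44 turned to -0.15 (adjusted p = 0.265) without the 5 arrays that stand apart, so its direction rests on them. With all arrays 13 of the 15 genes read higher in XX+T and 1 was called (1 adjusted over the list alone). Syt1, the calcium sensor of vesicle release, read 0.85 (adjusted p = 0.134) and the vesicle protein Syn1 0.80 (adjusted p = 0.207). The median of the list was 0.48 after normexp and 0.34 after median centring.
Glial and vascular lists had medians below 0 and did not pass: 12 microglial genes (1 down, 7 down over the list alone, median -0.22, adjusted p = 0.0961), 14 endothelial genes (2 down, 3 over the list alone, -0.06, 0.253), 15 myelin genes (1 down, 3 over the list alone, -0.08, 0.253), 4 oligodendrocyte precursor genes (-0.07, 0.704) and 12 astrocyte genes (median -0.04, mean 0.01, 0.913). Without the 5 arrays the myelin list (-0.12, adjusted p = 0.0147, adjusted p = 0.819 with an estimated correlation), the astrocyte list (-0.24, 0.00156, adjusted p = 0.335 with an estimated correlation) and 16 striatal projection neuron genes (-0.27, 0.0084, adjusted p = 0.861 with an estimated correlation, against a median of 0.11 and 0.253 with all arrays) were shifted down. Respiratory chain genes were shifted up (0.09, 6.62e-04, adjusted p = 0.861 with an estimated correlation).
The others did not pass with all arrays. Medians and adjusted p were 0.45 and 0.0995 for 7 thalamic genes, -0.11 and 0.0995 for 71 respiratory chain genes, 0.15 and 0.114 for 13 glucocorticoid-responsive genes (1 up, Sgk1, 2 up over the list alone), 0.24 and 0.253 for 9 immediate early genes (1 down over the list alone), 0.07 and 0.253 for 10 dopamine signalling genes (1 up, and 1 up and 1 down over the list alone), -0.08 and 0.253 for 55 ribosomal protein genes and 0.17 and 0.264 for 6 cortical neuron genes. They were 0.05 and 0.704 for 9 steroid receptor and steroid-sensitive genes, 0.10 and 0.806 for 10 DNA methylation machinery genes (1 down, Gadd45b), 0.20 and 0.883 for 5 ependymal genes, 0.08 and 0.883 for 16 immature neuron genes and 0.07 (mean -0.04) and 0.883 for 4 haemoglobin and red cell genes. An adjusted p of 0.913 belonged to 4 Y-linked genes (0.00), 8 X-linked escape genes (median 0.05, test sign down), 7 mural genes (0.01), 15 neuropeptides (median -0.06, mean 0.06, 1 up over the list alone) and 10 chaperone genes (median 0.06, mean -0.05).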

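In the adult BNST/POA, XX+T females differed from XX females in 5 probes, 2 higher and 3 lower, each on all 4 XX+T arrays against 5 XX arrays. The neuropeptide orexin (Hcrt) rose by 2.35 log2 units (SE 0.37, adjusted p = 0.0261), from 8.05 (SD 0.72) to 10.4 (SD 0.42), with XY at 8.57 (SD 1.07). Orexin neurons lie in the lateral hypothalamus, so tissue next to the region in the dissection is a candidate explanation. Kiss1 fell by 1.22 (SE 0.21, adjusted p = 0.0405), from 9.74 (SD 0.22) to 8.51 (SD 0.60), and XY males read 8.69 (SD 0.62) without passing against XX (-1.05, SE 0.22, adjusted p = 0.244). Ugt8a, which makes the myelin lipid galactosylceramide, and the oligodendrocyte protease Klk6 each fell by 0.48 (SE 0.07, adjusted p = 0.0261). Melanin-concentrating hormone (Pmch) read 2.47 higher with a wide spread (SE 0.65, adjusted p = 0.563), the endothelial Cldn5 -0.72 (0.359) and Sgk1 0.67 (0.301), and these did not pass.
Among the lists, 15 myelin genes were shifted down (2 called, 6 over the list alone, median -0.07, mean -0.16, adjusted p = 1.16e-04, adjusted p = 0.195 with an estimated correlation). Synapse genes (13 of 15 positive, median 0.22, 7.82e-04, adjusted p = 0.692 with an estimated correlation) and glucocorticoid-responsive genes (11 of 13 positive, 1 up over the list alone, 0.14, 0.00528, adjusted p = 0.692 with an estimated correlation) were shifted up. Ribosomal protein genes (10 of 55 positive, -0.07, 0.00349, adjusted p = 0.692 with an estimated correlation) and respiratory chain genes (10 of 71 positive, -0.10, 7.82e-04, adjusted p = 0.692 with an estimated correlation) were shifted down. Of 15 neuropeptides 1 rose and 1 fell (2 and 1 over the list alone, median -0.06, mean 0.17, adjusted p = 0.997).
At unadjusted p under 0.05 there were 888 probes, with 687 by chance, and 27 of 100 splits reached that number (highest other 3129). The real one alone of the 100 splits called 5 or more (highest other 1). XX+T pools 5 and 6 and XY pool 6 are among the 5 arrays that stand apart in the dendrogram. Without those 5, XX+T pools 2 and 4 alone remain, so calls can be lost through lower power alone. Limma then called 0 probes (Hcrt 2.44, adjusted p = 0.525, Kiss1 -0.75, adjusted p = 0.579), and the 5 kept their sign at a median 0.951 of their size. The myelin list had a median of -0.28 (adjusted p = 2.87e-10, 0.0168 with an estimated correlation). The medians of synapse genes (-0.06, 0.516), glucocorticoid-responsive genes (0.02, 0.364) and respiratory chain genes (0.02) lay near 0.
The count is 0, 0, 0, 1 and 2 without XX pool 1, 2, 3, 4 or 5, and 2, 5, 0 and 0 without XX+T pool 2, 4, 5 or 6, where the 5 share 2 probes with the full set. It is 0 without the day 4 arrays in the fit, 1 with all 6 groups, 0 after normexp and 2 after median centring. With the replicate number as a replicate block it is 0, and with array weights 5.

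**Figure D4:**
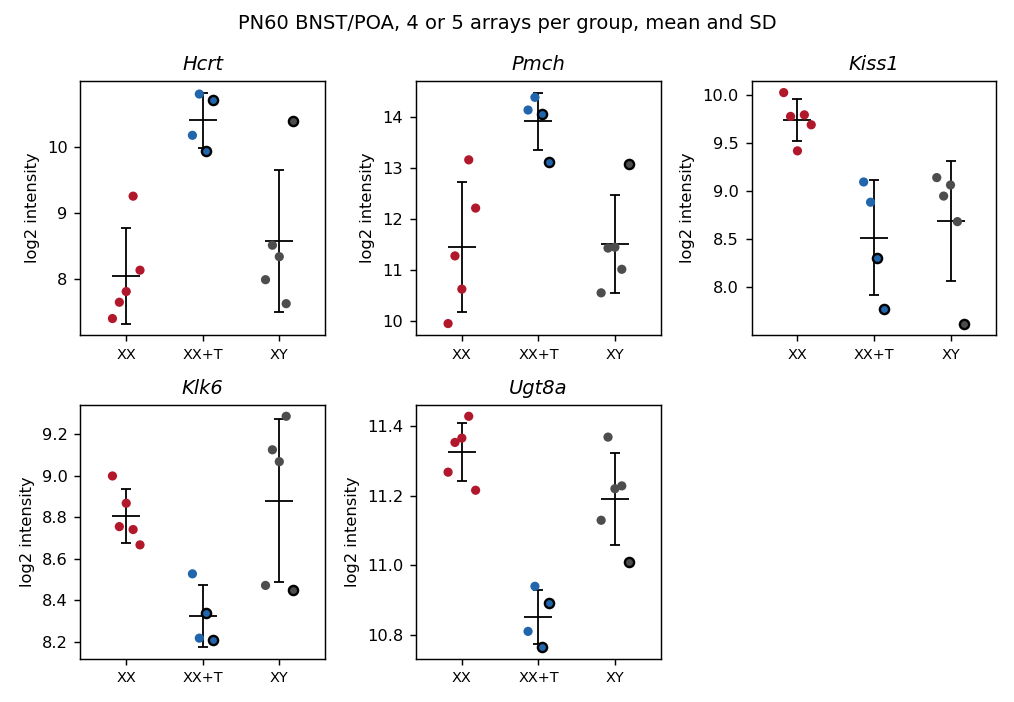
Log2 intensity of 5 genes in the day 60 BNST/POA in XX, XX+T and XY, with 1 point per array, bars for mean and SD, and rings around arrays that stand apart in the dendrogram. Hcrt is higher in XX+T (10.4) than in XX (8.05) while XY arrays spread over both, and Kiss1 is highest in XX (9.74).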

IPA analysis of differentially expressed genes in XX vs. XX + T PN60 striatum showed enrichment of gene categories such as *formation of actin filaments*, *formation of neurites*, *myelination of neurites*, *long-term potentiation*, and *abnormal morphology of dopaminergic neurons* (Additional file 9: Table S8).

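Genes listed for 3 of the named categories, actin filaments, neurites and myelination of neurites, move in both directions in the adult striatum of XX+T females. Among the genes listed for actin filament formation, the small GTPase Rac1 (0.77, SE 0.17, adjusted p = 0.0481) and the inositol phosphatase Inpp5a (0.42, SE 0.10, adjusted p = 0.0499) rose. The actin-binding Coro1a (-0.68, SE 0.14, adjusted p = 0.0424), Ccn2 (-1.31) and the GTPase Rhod (-0.53, SE 0.12, adjusted p = 0.0481) fell. Among those listed for neurite formation, Rac1 and Sgk1 (0.68) rose and the GTPase Mras (-0.42, SE 0.09, adjusted p = 0.0481) fell. Of the 3 listed for myelination of neurites, Rac1 rose, and the membrane protein Adam22 (-0.44, SE 0.10, adjusted p = 0.0481) and the receptor subunit Il11ra1 (-0.43, SE 0.09, adjusted p = 0.0424) fell.
Over the 5 categories together, with 1 probe per gene, 4 of the 10 measured genes were called up and 5 down (4 and 6 adjusted over the list alone), the median was -0.34 and camera gave an adjusted p of 0.602. The categories were found by the paper from these same arrays, so the calls of their genes are not independent evidence. Without the 5 arrays that stand apart, with XX+T pools 4 and 5 alone left, none of the 10 passed. Examples are Rac1 0.41 (adjusted p = 0.297) and Coro1a -0.45 (adjusted p = 0.254).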

We next tested whether differentially expressed genes also showed differential methylation. We identified a number of genes where the CpG methylation state and gene expression patterns correlated in the XX vs. XX + T comparison in PN60 striatum. Of the 99 striatal genes that were differentially expressed between XX and XX + T at PN60, 10 genes also showed differential methylation (Table 4). 

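The 10 genes of the paper's table split into 7 with higher and 3 with lower expression in adult XX+T striatum. Lpin1, a phosphatidate phosphatase of lipid synthesis, rose at least 1.42-fold (log2 fold change 0.71, SE 0.14, adjusted p = 0.0402). The oxygen-sensing prolyl hydroxylase Egln1 rose by 0.53 (SE 0.12, adjusted p = 0.0471), the membrane-shaping protein Bin1 at least 1.17-fold (0.47, SE 0.10, adjusted p = 0.0446) and the LIM domain protein Fhl1 by 0.40 (SE 0.08, adjusted p = 0.0364), along with Ppp2r5c and Inpp5a. Wfdc1, a secreted protein with a protease inhibitor domain, fell by 0.66 (SE 0.14, adjusted p = 0.0424), Vstm4 (E130203B14Rik in the paper) by 0.61 (SE 0.14, adjusted p = 0.0481) and Mras by 0.42. None of the 10 passed between XX+T and XX at day 4 in the striatum (-0.07 to 0.08, adjusted p = 1) or between XY and XX at day 60 (-0.21 to 0.34, adjusted p from 0.728). With Fam13c (0.80, adjusted p = 0.0446), the glucocorticoid-induced Tsc22d3 (0.50, adjusted p = 0.0481) and Dis3l (-0.37, SE 0.08, adjusted p = 0.0481), 13 called genes are also in the paper's table of differentially methylated fragments.
In that table 9 of the 10 have more methylation in XX+T (differences of XX minus XX+T from -0.1 to -0.15, of both expression directions) and Inpp5a has less (0.13).
Brighter probes of Egln1 (0.52, adjusted p = 0.0535), Ppp2r5c (0.32, adjusted p = 0.136) and Bin1 (0.08, adjusted p = 0.721) were not called. Without the 5 arrays that stand apart, with XX+T pools 4 and 5 alone left, none of the 10 passed. Each kept its sign, with Ppp2r5c at 0.64, Lpin1 at 0.36 and Wfdc1 at -0.31.

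**Figure D5:**
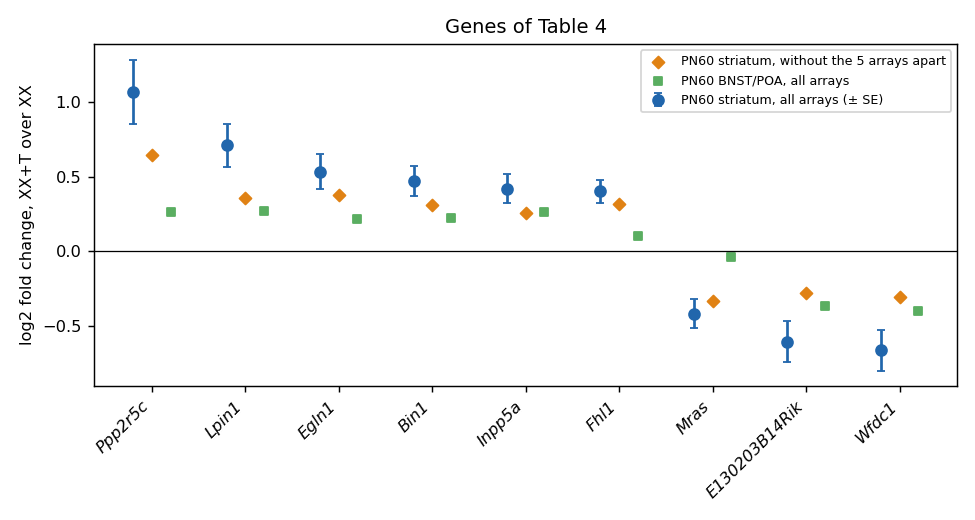
Log2 fold change of XX+T over XX for 9 of the genes at day 60: blue circles are striatum with all arrays (bars SE), orange diamonds striatum without the 5 arrays that stand apart, and green squares BNST/POA. Changes shrink without the 5 arrays, for example Ppp2r5c from 1.07 to 0.64, and BNST/POA values are nearer to 0 than the striatal values with all arrays.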

There were no genes that showed both differential expression and methylation in the BNST/POA.

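None of the 5 genes called between XX+T and XX in the adult BNST/POA is in the paper's methylation table for that region. Among the 5 are Hcrt, Ugt8a, Klk6 and Kiss1. The table names 740 genes with a fragment differentially methylated between XX and XX+T. Of those 740, 377 have a probe here, so 0.197 shared genes would be found by chance (Fisher exact p = 1). The 10 genes of the striatal table did not pass in the BNST/POA either: Ppp2r5c read 0.27, Bin1 0.22, Wfdc1 -0.40 (adjusted p = 0.533) and Mras -0.04, and the other adjusted p lay from 0.685 to 0.911. Genes more methylated in XX+T in the BNST/POA (362 measured, 228 positive) had a median log2 fold change of 0.05 (camera p = 0.0163, p = 0.335 with an estimated correlation), and the 15 less methylated ones a median of 0.08 (p = 0.431).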

**Table 4:** Genes that show testosterone-driven changes in both CpG methylation and gene expression

**Gene**	**Log**_**2 **_**fold change**	**Expression difference *p *** **value**	**Δ Me at PN60**
Ppp2r5c	1.07	9.66E − 05	0.10
Nrxn1	0.95	3.63E − 04	0.10
Lpin1	0.71	8.18E − 05	0.10
Egln1	0.53	2.41E − 04	0.13
Bin1	0.47	2.08E − 04	0.11
Inpp5a	0.42	3.80E − 04	−0.13
Fhl1	0.40	4.11E − 05	0.15
Mras	−0.42	3.09E − 04	0.13
E130203B14Rik	−0.61	2.75E − 04	0.12
Wfdc1	−0.66	1.26E − 04	0.10

Genes that show testosterone-driven changes in both CpG methylation and gene expression in the PN60 XX vs. XX + T comparison in the striatum. *Negative values* in the second column indicate lower expression in XX + T relative to XX. In the fourth column, *negative values* indicate lower methylation in XX + T relative to XX.

Overall, we identified genes and pathways that are subject to regulation by testosterone at the mRNA level. 

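No gene passed a direct test, without pairing of pools, of whether testosterone at birth acts differently in the 2 adult regions. Kiss1 came closest: the difference of XX+T minus XX was 1.15 log2 units higher in the striatum than in the BNST/POA (SE 0.24, adjusted p = 0.126). Genes called in the striatum alone did not differ between the regions by this test, among them Gadd45b (-0.48, SE 0.12, adjusted p = 0.467) and Ccn2 (-0.85, adjusted p = 0.888). Hcrt, called in the BNST/POA, differed by -1.11 (SE 0.60, adjusted p = 0.946).
Limma called 0 probes for the interaction of testosterone and region (9 striatal and 9 BNST/POA arrays), with 755 at unadjusted p under 0.05 (687 by chance) and 100 under 0.005 (68.7 by chance), and no list passed (lowest adjusted p 0.616). Without striatal XX+T pool 4 the count is 34, without striatal XX pool 5 or XX+T pool 5 it is 5, and without BNST/POA XX+T pool 2 it is 1. With no detection filter it is 4. It is 1 with the replicate number as a replicate block and 5 with that number as a random effect (consensus correlation 0.288). In simulated arrays with independent noise, 26 of 100 changes of 0.5 log2 units were called, and 80 at 1 log2 unit. The paper proposes that regulation by testosterone depends on context, and that its effect appeared to be stronger in the striatum.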

Our data suggest that testosterone regulates gene transcription in a highly context-dependent manner (e.g., the effect of testosterone appeared to be stronger in the striatum). 

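Most genes called between adult XX+T and XX striatum, such as Exosc5, Cldn5, Sgk1 and Gadd45b, are not in the paper's table of differentially methylated fragments. Most genes of that table were not called. The table names 1377 striatal genes, 723 of them with a probe here. Of the 96 genes called in the striatum, 13 are in it (13.5%, against 7.55% of the 9573 genes tested), among them Lpin1, Mras and Wfdc1, with 7.25 by chance (Fisher exact p = 0.0325, odds ratio 1.93). With 1 probe per gene 9 of 72 called genes are shared (5.44 by chance, Fisher exact p = 0.115), and without the 5 arrays that stand apart in the dendrogram 0 of 5, where 0.378 would be shared by chance and a loss could not be seen.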

Finally, although some level of correlation was observed between methylation and expression changes, the genes identified by these two analyses were largely non-overlapping. The ability of methylation differences to predict expression changes at the single gene level was limited.

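Among genes of the paper's methylation table, the signed striatal methylation difference showed no rank correlation with the expression change. The table holds only genes past a minimum difference, mostly of the same sign (696 more and 26 less methylated in XX+T). This narrow range limits the test, which does not speak for genes outside the table. Over 722 genes with both values, the Spearman correlation of the methylation difference (XX minus XX+T) with the log2 fold change of expression is 0.0186 (p = 0.619), and over 377 genes of the BNST/POA it is 0.0497 (p = 0.336). Genes more methylated in adult XX+T striatum, which include Ppp2r5c (higher) and Mras and Wfdc1 (lower), had a median log2 fold change of 0.07 (423 of 696 positive, other genes -0.01, camera p = 0.0234, p = 0.349 with an estimated correlation). The 26 less methylated genes, which include Inpp5a, read higher in 24 cases with a median of 0.15 (camera p = 8.54e-04, p = 0.156 with an estimated correlation). Both lists thus have a median on the same side of 0.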

## Discussion

Our study shows that the organizational effect of testosterone on the brain is late-emerging and markedly modifies the epigenetic CpG methylation landscape of the brain. We have established the first genome-wide and quantitative map of testosterone-induced CpG methylation changes in two sexually dimorphic brain regions. We show that the majority of methylation changes caused by testosterone are not established in the first few days following the initial exposure to testosterone. Instead, testosterone's effects are most obvious in adulthood where it has masculinized a large number of sexually dimorphic CpG sites, which show increased methylation in XX + T and XY compared to XX. These results run counter to our initial prediction that sex differences in methylation are established during early development, most of which remain stable over time. Since the organizational effects of testosterone appear much later in life, organization by testosterone may occur via early programming on relatively few genes. This small initial effect is what sets up the brain to respond in a particular fashion to other events during postnatal development. Since all animals in the study were gonadectomized before puberty and provided with identical hormone replacement prior to sacrifice, differences seen during adulthood likely reflect programming by perinatal testosterone. However, the full manifestation of these differences may require the presence of testosterone in adulthood.

All animals were given T implants at PN45 to capture the full effect of perinatal organization. Previous studies had shown that the full manifestation of some organizational effects requires activational hormonal effects (in other words, adult levels of circulating hormone levels). For instance, female rats given testosterone perinatally will not show increased mounting behavior unless they are also given a dose of testosterone in adulthood [38]. Therefore, we hypothesized that the effects of perinatal T on the methylome would not fully manifest themselves unless adult circulating hormonal levels were also present. If no hormone replacement had taken place, it is likely that we would have found fewer differences between XX and XX + T. It is also likely that the XX + T animals would have experienced less masculinization of their methylomes.

Another unexpected finding with respect to the testosterone effects is that the shift toward a male-like pattern of CpG methylation in XX + T mice was more pronounced in the striatum than in the BNST/POA. This was surprising since the BNST/POA displays some of the most prominent anatomical and neurochemical sex differences in the brain that result from organization by gonadal hormones, whereas sex differences in the striatum are comparatively modest in terms of neuroanatomy. Our data therefore show that neuroanatomical and neurochemical markers of sex differences may not fully reflect the sensitivity of a brain region to gonadal hormones.

We also identified sets of testosterone-regulated loci that clearly maintained differences in 5-mC from PN4 to PN60 in both the striatum and BNST/POA, although these were a small minority. The overwhelming majority of testosterone-affected loci showed dynamic CpG methylation patterns. While this is not in agreement with the classic view of DNA methylation as a permanent epigenetic mark, our data are consistent with the findings of several recent studies demonstrating developmental or experience-dependent regulation of 5-mC in the mammalian brain [39-43]. For example, Schwarz et al. have shown that sex differences in methylation patterns at the *Esr1*, *Esr2*, and *Pr* promoters are dynamic across the life span [15]. Although, we did not identify the methylation patterns of *Esr1*, *Esr2*, and *Pr* promoters as significantly influenced by sex or testosterone exposure, we were not surprised given the different species used in each study (mice in our study and rats in Schwarz et al.), the difference in tissue examined (both the BNST and POA here vs. just the POA in Schwarz et al.), and the fact that we required our differentially methylated fragments to show consistent methylation changes in several adjacent CpG sites (Schwarz et al. considered each CpG site on its own).

When we examined the characteristics of the genes associated with the testosterone-modified CpGs, we found a significant enrichment of genes that are expressed in the brain, particularly those involved in synaptic function. This suggests that the effect of the neonatal testosterone is not random and that testosterone specifically alters the methylation of neural-related genes. Furthermore, the effects of testosterone (particularly on X-linked genes) appear to be brain region-specific. Interestingly, among the genes that were differentially methylated in the striatum due to testosterone, a substantial number encoded signaling components associated with increased or decreased risk of Parkinson's disease. We found that these genes overlapped with genes that show strong sex differences in expression in dopaminergic neurons from Parkinson's disease patients [44].

In the BNST/POA, sexually differentiated rates of apoptosis (male < female) driven by testosterone exposure is one of the major events leading to the volumetric sex differences in this region during the sensitive period [22,45]. Consistent with this, we found genes involved in apoptosis in the testosterone-affected dataset at both PN4 and PN60. Perhaps most intriguing, we had genes related to the proliferation of neuronal cells in our dataset. Recent evidence has shown that the maintenance of sexual dimorphism resulting from the organizational effects of testosterone may require reinforcement in the form of pubertal hormones [36,46,47]. At least some of this reinforcement may take the form of sexually differentiated cell addition in several sexually dimorphic brain regions including the POA [36,48,49].

In studying the genome-wide methylation profiles of the striatum and BNST/POA both neonatally and later in life, we found that the methylation patterns of a large number of genes differed between the two sexes. Male-to-female comparisons displayed a marked enrichment of methylation on the X chromosome in females which could potentially be accounted for by X chromosome inactivation. Most of the X-linked genes that showed sex-specific differences in CpG methylation were found in both brain regions. This strongly suggests that the methylation differences we are detecting are real as the process of X inactivation affects X-linked genes similarly across tissues [34]. We also identified widespread autosomal gene methylation differences between males and females. In contrast to the results from X-linked genes, the vast majority of autosomal genes that show sex differences were unique to either the striatum or the BNST/POA. Most of these genes were more methylated in males. One possible explanation is that the inactivated X chromosome could potentially act as a ‘heterochromatin sink,’ sequestering the factors required for gene silencing (DNA methyltransferases, etc.) at autosomal loci [50-52].

Most interestingly, concordant with the findings from our analysis of CpG methylation in the striatum, we found that testosterone's effect on gene expression was late-emerging. 

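No gene passed a direct test of whether the difference between XX+T and XX females grows from day 4 to day 60. Among genes called in the adult striatum, the adult difference minus the day 4 one was -1.10 for Ccn2 (SE 0.38), -1.09 for Cldn5 (SE 0.29), 0.74 for Sgk1 (SE 0.19), -0.60 for Slco1c1 (SE 0.17) and -0.57 for Gadd45b (SE 0.15), each with an adjusted p of 0.448. Lists of synapse genes (15 of 15 positive, median 0.52, adjusted p = 0.0013), thalamic genes (7 of 7, 0.68, 0.0362) and cortical neuron genes (6 of 6, 0.43, 0.0262) were shifted up with age in XX+T relative to XX, and respiratory chain genes down (18 of 71 positive, -0.12, 0.0362), each with adjusted p = 0.887 with an estimated correlation. The cortical neuron list read lower in XX+T at day 4 and did not pass at day 60. Its shift with age therefore does not show a difference that grows. In the BNST/POA myelin genes (median -0.29, 5 down over the list alone, 5.37e-06, adjusted p = 0.0847 with an estimated correlation) and endothelial genes (-0.20, 0.00335, adjusted p = 0.740 with an estimated correlation) were shifted down. Synapse genes there were shifted up (0.25, 4.20e-04, adjusted p = 0.740 with an estimated correlation) and respiratory chain genes down (-0.13, 1.97e-04, adjusted p = 0.740 with an estimated correlation).
Limma called 0 probes for the interaction of testosterone and age in the striatum (1500 at unadjusted p under 0.05, with 687 by chance) and 0 in the BNST/POA (643). At the paper's threshold for this test, unadjusted p under 0.005, 140 probes passed in the striatum (57 up, 83 down) and 82 in the BNST/POA (23 up, 59 down), with 68.7 by chance. Without striatal XX+T pool 4 the adjusted count is 363. Without the 5 arrays that stand apart 832 striatal probes had an unadjusted p under 0.05, and the medians turned to -0.08 for synapse and 0.08 for respiratory chain genes in the striatum and to -0.04 and 0.01 in the BNST/POA, while the BNST/POA myelin list stayed at -0.34 (adjusted p = 1.8e-08, 0.0359 with an estimated correlation). In these fits day 60 XX+T pools 4 and 5 alone remain in the striatum, and pools 2 and 4 alone in the BNST/POA. The estimated correlation without the 5 arrays was added after the data were seen. Median centring moves the median of all genes by -0.11 in the striatal test. In simulated striatal arrays with independent noise, 18 of 100 changes of 0.5 log2 units were called, and 73 at 1 log2 unit. The paper states that the effect of testosterone on expression was late-emerging, concordant with its findings on striatal methylation.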

Finally, when we explored the extent to which changes in methylation levels contributed to gene expression differences, we found evidence for correlations between gene expression patterns and methylation profiles at some genes associated with DMRs, but in general, methylation differences did not predict differences in gene expression. This observation may not be surprising given that we worked with tissues that were relatively heterogeneous. In addition, many CpG methylation differences may not be associated with gene expression changes. Lyko et al*.* showed that there is a strong correlation between CpG methylation and splicing sites including those that have the potential to yield alternative exons [53]. Therefore, an interesting avenue of research will be determining whether testosterone-induced methylation differences can specifically regulate splicing, rather than transcription.

There are several limitations to this study. This work represents a snapshot of the DNA methylation landscape at two ages, while the brain may display a vast array of epigenetic states as it passes through different stages of development. Longitudinal study designs examining DNA methylation at different life stages could provide a comprehensive picture of how the epigenome is modified over time. Because testosterone is known to alter the proportion of specific cell types comprising the BNST/POA and possibly the striatum, group differences in levels of methylation reported here could be the result of testosterone- or sex-specific regulation of the cell types in the dissected tissue, which in turn differ in their methylation of specific genes, or could reflect direct testosterone effects on the methylome of cell types common to the different groups. In addition, DNA methylation is associated with other epigenetic alterations, especially histone modifications and RNAi pathways. Studies of these other epigenetic changes are crucial to identifying common mechanisms underlying sex differences in epigenetic regulation. Finally, different brain regions are expected to display different epigenetic marks across their genomes, and epigenetic profiling across functionally discrete brain areas will be important in identifying tissue-specific sex differences.

## Conclusions

Taken together, our results suggest that early testosterone exposure has broad effects on brain methylation patterns particularly during adulthood and that the emergence of sex differences in the brain may be a gradual process that is cemented over the organism's life. Our data provide a new perspective by showing that most sex differences in CpG methylation are dynamic and not the result of acute modifications in response to hormones. Clearly, additional studies of genome-scale methylation maps will be important to give us a full understanding of the long-lasting influences of early hormone exposure on DNA methylation dynamics of the brain.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

NMG and TCN wrote the manuscript. NMG, TCN, NGF, GJD, APA, and EV designed the experiments. The experiments were performed by NMG, TCN, NGF, and GJD. Data analyses were performed by NMG, TCN, P-YC, MP, YT, SK, and SM. All of the authors discussed the results and commented on the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Summary information for all individual striatum and BNST/POA samples included in this study. To enable our comparison, RRBS libraries were sequenced and aligned to the mouse mm9 genome. Twelve striatum RRBS and twelve BNST/POA RRBS libraries (125 million total reads, average coverage of 58×, and 46% mapability) were chosen for comparison, and summary statistics are shown. Genome coverage represents the number of CpG sites in the genome calculated on both strands. Fragment coverage reflects the number of CpG sites in the fragments of sizes 100 to 300. Data coverage is the number of CpG sites covered by at least one read, and analysis coverage refers to the number of CpG sites covered by at least four reads. Click here for file

Additional file 2: Table S2 Genes demonstrating differential methylation in XX vs. XY animals. Differential methylation is defined by a *z*-score threshold that results in a false discovery rate less than 10% and DNA methylation difference >10% as represented by delta methylation. Negative delta methylation values represent increased methylation in XX. Click here for file

Additional file 3: Table S3 Differentially methylated genes in the testosterone dataset (XX vs. XX + T). Differential methylation is defined by a *z*-score threshold that results in a false discovery rate less than 10% and DNA methylation difference >10% as represented by delta methylation. Negative delta methylation values represent increased methylation levels in XX + T relative to XX mice. Click here for file

Additional file 4: Table S4 Genes whose methylation patterns were different between the XX and XX + T and between the XX and XY animals. Differential methylation is defined by a z-score threshold that results in a false discovery rate less than 10% and DNA methylation difference >10% as represented by delta methylation. Negative delta methylation values in the XX vs. XX + T columns represent increased methylation in XX + T relative to XX. In the XX vs. XY dataset, negative delta methylation values represent increased methylation in XX relative to XY. Click here for file

Additional file 5 **Validation of RRBS and microarray results. Figure S1.** Validation of RRBS data by traditional (Sanger) bisulfite sequencing. One locus from each brain region that showed both testosterone-affected and sex-specific methylation differences at PN60 was selected for validation (for the striatum, *Micall1*; BNST/POA: *Fzd9*). *n* = 2–3 per group. **Figure S2.** qPCR validation of genes that were detected as significantly differentially expressed between XX and XY in the BNST/POA at PN4. Error bars represent the standard error of the mean from 3 to 4 biological replicates from each group. Expression is relative to GAPDH and is normalized to XX. Click here for file

Additional file 6: Table S5 Ingenuity Pathway Analysis (IPA, http://www.ingenuity.com) was performed on the entire dataset of genes whose methylation was affected by testosterone at PN60 in striatum and BNST/POA. The IPA networks, functions, and canonical pathways enriched in this dataset are provided in separate tabs. Click here for file

Additional file 7: Table S6 Genes associated with CpG sites where methylation was masculinized by testosterone in the XX + T group. Genes were deemed masculinized if they contained at least one CpG site in either the gene body or the promoter demonstrating more male typical methylation patterns. Click here for file

Additional file 8: Table S7 Lists of differentially expressed genes between XX vs. XX + T and between XX vs. XY in striatum and BNST/POA at both time points (*n* = 5 per group, Benjamini-Hochberg-adjusted *p* value <0.05). Negative fold change values represent decreased expression in XX + T or XY relative to XX mice. Click here for file

Additional file 9: Table S8 Ingenuity Pathway Analysis of genes associated with XX vs. XX + T comparison at PN60 in the striatum. The IPA networks, functions, and canonical pathways enriched in this dataset are provided in separate tabs. Click here for file

## References

[B1] HoldenCSex and the suffering brainScience200530815741594717010.1126/science.308.5728.1574

[B2] Baron-CohenSKnickmeyerRCBelmonteMKSex differences in the brain: implications for explaining autismScience20053108198231627211510.1126/science.1115455

[B3] SwerdlowRHParkerWDCurrieLJBennettJPHarrisonMBTrugmanJMWootenGFGender ratio differences between Parkinson’s disease patients and their affected relativesParkinsonism Relat Disord200171291331124859410.1016/s1353-8020(00)00029-8

[B4] ArnoldAPGorskiRAGonadal steroid induction of structural sex differences in the central nervous systemAnnu Rev Neurosci19847413442637008210.1146/annurev.ne.07.030184.002213

[B5] PhoenixCHGoyRWGerallAAYoungWCOrganizing action of prenatally administered testosterone propionate on the tissues mediating mating behavior in the female guinea pigEndocrinology1959653693821443265810.1210/endo-65-3-369

[B6] McCarthyMMEstradiol and the developing brainPhysiol Rev200888911241819508410.1152/physrev.00010.2007PMC2754262

[B7] MaDKJangMHGuoJUKitabatakeYChangMLPow-AnpongkulNFlavellRALuBMingGLSongHNeuronal activity-induced Gadd45b promotes epigenetic DNA demethylation and adult neurogenesisScience2009323107410771911918610.1126/science.1166859PMC2726986

[B8] FengJZhouYCampbellSLLeTLiESweattJDSilvaAJFanGDnmt1 and Dnmt3a maintain DNA methylation and regulate synaptic function in adult forebrain neuronsNat Neurosci2010134234302022880410.1038/nn.2514PMC3060772

[B9] LaPlantQVialouVCovingtonHE3rdDumitriuDFengJWarrenBLMazeIDietzDMWattsELIniguezSDKooJWMouzonERenthaWHollisFWangHNoonanMARenYEischAJBolanosCAKabbajMXiaoGNeveRLHurdYLOostingRSFanGMorrisonJHNestlerEJDnmt3a regulates emotional behavior and spine plasticity in the nucleus accumbensNat Neurosci201013113711432072984410.1038/nn.2619PMC2928863

[B10] SuzukiMMBirdADNA methylation landscapes: provocative insights from epigenomicsNat Rev Genet200894654761846366410.1038/nrg2341

[B11] JaenischRBirdAEpigenetic regulation of gene expression: how the genome integrates intrinsic and environmental signalsNat Genet200333Suppl2452541261053410.1038/ng1089

[B12] ListerRMukamelEANeryJRUrichMPuddifootCAJohnsonNDLuceroJHuangYDworkAJSchultzMDYuMTonti-FilippiniJHeynHHuSWuJCRaoAEstellerMHeCHaghighiFGSejnowskiTJBehrensMMEckerJRGlobal epigenomic reconfiguration during mammalian brain developmentScience201334112379052382889010.1126/science.1237905PMC3785061

[B13] GuoJUSuYShinJHShinJLiHXieBZhongCHuSLeTFanGZhuHChangQGaoYMingGSongHDistribution, recognition and regulation of non-CpG methylation in the adult mammalian brainNat Neurosci2014172152222436276210.1038/nn.3607PMC3970219

[B14] NugentBMSchwarzJMMcCarthyMMHormonally mediated epigenetic changes to steroid receptors in the developing brain: implications for sexual differentiationHorm Behav2011593383442080006410.1016/j.yhbeh.2010.08.009PMC3011040

[B15] SchwarzJMNugentBMMcCarthyMMDevelopmental and hormone-induced epigenetic changes to estrogen and progesterone receptor genes in brain are dynamic across the life spanEndocrinology2010151487148812070257710.1210/en.2010-0142PMC2946142

[B16] NgunTCGhahramaniNSánchezFJBocklandtSVilainEThe genetics of sex differences in brain and behaviorFront Neuroendocrinol2011322272462095172310.1016/j.yfrne.2010.10.001PMC3030621

[B17] Fernandez-RuizJJHernandezMLde MiguelRRamosJANigrostriatal and mesolimbic dopaminergic activities were modified throughout the ovarian cycle of female ratsJ Neural Transm Gen Sect199185223229168182410.1007/BF01244947

[B18] DavisCFDavisBFHalarisAEVariations in the uptake of 3H-dopamine during the estrous cycleLife Sci1977201319133255849010.1016/0024-3205(77)90357-5

[B19] MorissetteMDi PaoloTSex and estrous cycle variations of rat striatal dopamine uptake sitesNeuroendocrinology1993581622826485010.1159/000126507

[B20] BeckerJBGender differences in dopaminergic function in striatum and nucleus accumbensPharmacol Biochem Behav1999648038121059320410.1016/s0091-3057(99)00168-9

[B21] DewingPChiangCWSinchakKSimHFernagutPOKellySChesseletMFMicevychPEAlbrechtKHHarleyVRVilainEDirect regulation of adult brain function by the male-specific factor SRYCurr Biol2006164154201648887710.1016/j.cub.2006.01.017

[B22] GotsiridzeTKangNJacobDForgerNGDevelopment of sex differences in the principal nucleus of the bed nucleus of the stria terminalis of mice: role of Bax-dependent cell deathDev Neurobiol2007673553621744379310.1002/dneu.20353

[B23] AhernTHKrugSCarrAVMurrayEKFitzpatrickEBengstonLMcCutcheonJVriesGJForgerNGCell death atlas of the postnatal mouse ventral forebrain and hypothalamus: effects of age and sexJ Comp Neurol2013521255125692329699210.1002/cne.23298PMC4968939

[B24] HisasueSSeneyMLImmermanEForgerNGControl of cell number in the bed nucleus of the stria terminalis of mice: role of testosterone metabolites and estrogen receptor subtypesJ Sex Med20107140114092010244310.1111/j.1743-6109.2009.01669.x

[B25] JacobDARayTBengstonCLLindstenTWuJThompsonCBForgerNGThe role of cell death in sexually dimorphic muscle development: male-specific muscles are retained in female bax/bak knockout miceDev Neurobiol200868130313141856370210.1002/dneu.20658PMC2605847

[B26] MeissnerAGnirkeABellGWRamsahoyeBLanderESJaenischRReduced representation bisulfite sequencing for comparative high-resolution DNA methylation analysisNucleic Acids Res200533586858771622410210.1093/nar/gki901PMC1258174

[B27] ChenPYCokusSJPellegriniMBS Seeker: precise mapping for bisulfite sequencingBMC Bioinforma20101120310.1186/1471-2105-11-203PMC287127420416082

[B28] PiroozniaMNagarajanVDengYGeneVenn - a web application for comparing gene lists using Venn diagramsBioinformation200714204221759793210.6026/97320630001420PMC1899164

[B29] GentlemanRCVDudoitSIrizarryRHuberWLimma: linear models for microarray dataBioinformatics and Computational Biology Solutions using R and Bioconductor2005New York: Springer397420

[B30] MonkMMethylation and the X chromosomeBioEssays19864204208379011910.1002/bies.950040505

[B31] SharpAJStathakiEMigliavaccaEBrahmacharyMMontgomerySBDupreYAntonarakisSEDNA methylation profiles of human active and inactive X chromosomesGenome Res201121159216002186262610.1101/gr.112680.110PMC3202277

[B32] De VriesGJMinireview: sex differences in adult and developing brains: compensation, compensation, compensationEndocrinology2004145106310681467098210.1210/en.2003-1504

[B33] CottonAMLamLAffleckJGWilsonIMPenaherreraMSMcFaddenDEKoborMSLamWLRobinsonWPBrownCJChromosome-wide DNA methylation analysis predicts human tissue-specific X inactivationHum Genet20111301872012159796310.1007/s00439-011-1007-8PMC3132437

[B34] LopesAMArnold-CroopSEAmorimACarrelLClustered transcripts that escape X inactivation at mouse XqDMamm Genome2011225725822176967110.1007/s00335-011-9350-6

[B35] YangFBabakTShendureJDistecheCMGlobal survey of escape from X inactivation by RNA-sequencing in mouseGenome Res2010206146222036398010.1101/gr.103200.109PMC2860163

[B36] AhmedEIZehrJLSchulzKMLorenzBHDonCarlosLLSiskCLPubertal hormones modulate the addition of new cells to sexually dimorphic brain regionsNat Neurosci2008119959971916049410.1038/nn.2178PMC2772186

[B37] MaunakeaAKNagarajanRPBilenkyMBallingerTJD’SouzaCFouseSDJohnsonBEHongCNielsenCZhaoYTureckiGDelaneyAVarholRThiessenNShchorsKHeineVMRowitchDHXingXFioreCSchillebeeckxMJonesSJHausslerDMarraMAHirstMWangTCostelloJFConserved role of intragenic DNA methylation in regulating alternative promotersNature20104662532572061384210.1038/nature09165PMC3998662

[B38] SöderstenPIncreased mounting behavior in the female rat following a single neonatal injection of testosterone propionateHorm Behav19734117

[B39] AnierKMalinovskajaKAonurm-HelmAZharkovskyAKaldaADNA methylation regulates cocaine-induced behavioral sensitization in miceNeuropsychopharmacology201035245024612072053610.1038/npp.2010.128PMC3055323

[B40] MurgatroydCPatchevAVWuYMicaleVBockmuhlYFischerDHolsboerFWotjakCTAlmeidaOFSpenglerDDynamic DNA methylation programs persistent adverse effects of early-life stressNat Neurosci200912155915661989846810.1038/nn.2436

[B41] MiyazakiKMapendanoCKFuchigamiTKondoSOhtaTKinoshitaATsukamotoKYoshiuraKNiikawaNKishinoTDevelopmentally dynamic changes of DNA methylation in the mouse Snurf/Snrpn geneGene2009432971011909504910.1016/j.gene.2008.11.019

[B42] DennisKELevittPRegional expression of brain derived neurotrophic factor (BDNF) is correlated with dynamic patterns of promoter methylation in the developing mouse forebrainBrain Res Mol Brain Res2005140191605472510.1016/j.molbrainres.2005.06.014

[B43] DayJJSweattJDEpigenetic mechanisms in cognitionNeuron2011708138292165857710.1016/j.neuron.2011.05.019PMC3118503

[B44] SimunovicFYiMWangYStephensRSonntagKCEvidence for gender-specific transcriptional profiles of nigral dopamine neurons in Parkinson diseasePLoS ONE20105e88562011159410.1371/journal.pone.0008856PMC2810324

[B45] GilmoreRFVarnumMMForgerNGEffects of blocking developmental cell death on sexually dimorphic calbindin cell groups in the preoptic area and bed nucleus of the stria terminalisBiol Sex Differ2012352233634810.1186/2042-6410-3-5PMC3305593

[B46] De LormeKCSchulzKMSalas-RamirezKYSiskCLPubertal testosterone organizes regional volume and neuronal number within the medial amygdala of adult male Syrian hamstersBrain Res2012146033402257847010.1016/j.brainres.2012.04.035PMC3367452

[B47] SchulzKMMolenda-FigueiraHASiskCLBack to the future: the organizational-activational hypothesis adapted to puberty and adolescenceHorm Behav2009555976041944607610.1016/j.yhbeh.2009.03.010PMC2720102

[B48] ChungWCDe VriesGJSwaabDFSexual differentiation of the bed nucleus of the stria terminalis in humans may extend into adulthoodJ Neurosci200222102710331182613110.1523/JNEUROSCI.22-03-01027.2002PMC6758506

[B49] PinosHColladoPRodríguez-ZafraMRodríguezCSegoviaSGuillamónAThe development of sex differences in the locus coeruleus of the ratBrain Res Bull20015673781160425210.1016/s0361-9230(01)00540-8

[B50] WijchersPJFestensteinRJEpigenetic regulation of autosomal gene expression by sex chromosomesTrends Genet2011271321402133408910.1016/j.tig.2011.01.004

[B51] WijchersPJYandimCPanousopoulouEAhmadMHarkerNSavelievABurgoynePSFestensteinRSexual dimorphism in mammalian autosomal gene regulation is determined not only by Sry but by sex chromosome complement as wellDev Cell2010194774842083336910.1016/j.devcel.2010.08.005

[B52] ArnoldAPThe end of gonad-centric sex determination in mammalsTrends Genet20122855612207812610.1016/j.tig.2011.10.004PMC3268825

[B53] LykoFForetSKucharskiRWolfSFalckenhaynCMaleszkaRThe honey bee epigenomes: differential methylation of brain DNA in queens and workersPLoS Biol20108e10005062107223910.1371/journal.pbio.1000506PMC2970541

# Supplementary material for: The effects of perinatal testosterone exposure on the DNA methylome of the mouse brain are late-emerging
**Source:** Biol Sex Differ. 2014 Jun 13;5:8. doi: 10.1186/2042-6410-5-8

**Figure S1:** Validation of RRBS data by traditional (Sanger) bisulfite sequencing. One loci from each brain region that showed both testosterone-affected and sex-specific methylation differences at PN60 was selected for validation (for the striatum: *Micall1*; BNST/POA: *Fzd9*). n=2-3 per group.

**Figure S2:** qPCR validation of genes that were detected as significantly differentially expressed between XX and XY in the BNST/POA at PN4. Error bars represent the standard error of the mean from 3-4 biological replicates from each group. Expression is relative to GAPDH and is normalized to XX.

Supplementary Figure 1: Validation of RRBS data by traditional (Sanger) bisulfite sequencing.

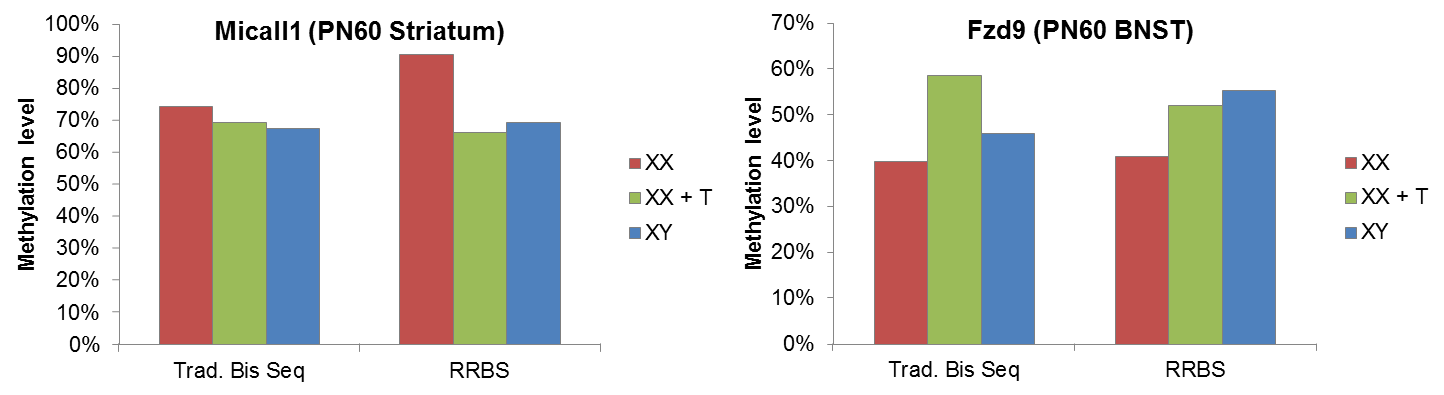

Supplementary Figure 2: qPCR validation of genes that were detected as significantly differentially expressed between XX and XY in the BNST/POA at PN4.

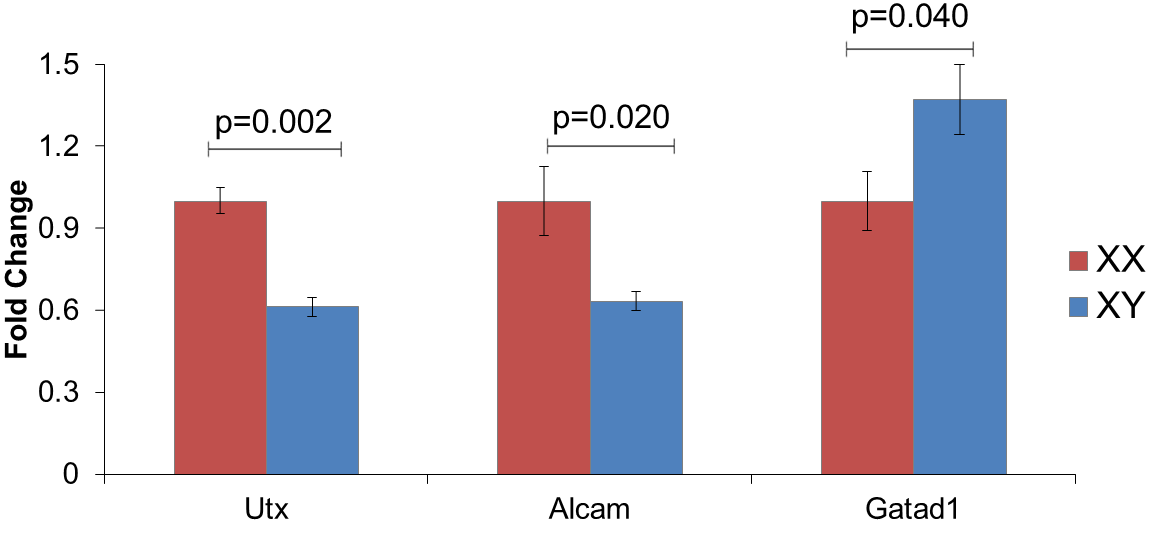

**Supplement:** Additional file 5 — Validation of RRBS and microarray results. Figure S1. Validation of RRBS data by traditional (Sanger) bisulfite sequencing. One locus from each brain region that showed both testosterone-affected and sex-specific methylation differences at PN60 was selected for validation (for the striatum, Micall1; BNST/POA: Fzd9). n = 2–3 per group. Figure S2. qPCR validation of genes that were detected as significantly differentially expressed between XX and XY in the BNST/POA at PN4. Error bars represent the standard error of the mean from 3 to 4 biological replicates from each group. Expression is relative to GAPDH and is normalized to XX.

How the deposited data were processed for this re-analysis (not part of the article)

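The values come from 57 Illumina MouseRef-8 arrays of mouse striatum and BNST/POA, each from a pool of 3 animals that the paper calls unique. Whether striatal and BNST/POA pools of the same number come from the same animals is not given in the sources used here. The intensity values were deposited by the authors as scanner output averaged over the beads of a probe, before normalization between arrays. Whether background was subtracted is not given in the sources used here, and the arrays were scanned on either of 2 readers. The detection p-value that the authors deposited beside each intensity compares it with the negative control beads of its array. The log2 values that the authors deposited separately are quantile-normalized over all probes and arrays and hold 13776 probes after their detection filter. The median of each array in that table is 8.56, and normalizing the deposited intensities again gave the same values to within 5e-09.

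Own processing started from the intensities and detection p-values, 114 columns, and 114 further columns of per-array values were not used. Log2 intensities were quantile-normalized with limma 3.58.1 in R 4.3.3 (data.table 1.17.8). Probes with a detection p under 0.05 on at least 20 arrays were kept, 13731 in all, and each of them is in the authors' table. The annotation names 1 gene for 12944 of these probes, several genes for 0 and none for 787, of which 13 took the name given in the paper's supplementary expression table. Of the named probes 12939 were matched to the GRCm38 gene table by their Entrez identifier and 0 symbols had to be updated. No pair of arrays holds identical values (0 pairs).

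Differences were fitted with limma's linear models and moderated t statistics, and all adjusted p of single probes are limma's with Benjamini-Hochberg correction over the 13731 probes. Each fit of 2 groups holds these groups at both ages of 1 region, the interaction fits add the product of treatment with age or region, and the age fits hold all groups of a region. A second look at every result under other fits, scalings and filters was set out before the data were examined, along with 25 gene lists. Leaving out the 5 day 60 arrays that stand apart in the paper's dendrogram was 1 of those settings. The fit without the array that carries Y-linked transcripts was added after the data were seen, and so were list medians with undetected genes at their bounds, split counts of probes outside X and Y, and the estimated correlation without the 5 arrays.

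Gene lists were tested with camera on 1 probe per gene, the one with the highest mean, once at an inter-gene correlation of 0.01 and once with the correlation estimated, and adjusted over the 25 lists of a comparison. A gene is in more than 1 list in 8 cases. Genes are named by a fixed rule: the 10 largest called changes in each direction with groups that do not overlap, genes named in the paper's text or tables, and the 4 largest changes of each list. The paper's tables were known when the rule was set. SD is over arrays, and SE is limma's. Each fit of 2 groups has 1 spread per probe for both ages, so its SE can be too small at the age where arrays vary more.

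The number of arrays, 4 or 5 in a group, limits the precision of every comparison. In simulated arrays, 100 of 13731 probes were changed by 0.5 and 100 others by 1 log2 unit. These arrays were drawn from each probe's mean and residual spread, with noise independent between probes and equal in all groups. Shifts that real arrays share are not in that noise, so the figures may overstate power and understate false calls. Recovered at 0.5 and 1 were 47 and 89 for XX+T against XX in the day 60 striatum, 60 and 88 for XY against XX in the day 4 BNST/POA, 57 and 94 for XX+T against XX in the day 60 BNST/POA and 93 and 100 for age in the striatum. Between 5 and 12 unchanged probes were called in each simulation, and 0 where nothing was changed. The replicate numbers in the labels do not pair the groups. Only in XY against XX in the day 60 striatum did all 3 pairs of equal number correlate above 0.1 after removal of group means (r from 0.126 to 0.250), and 1 of the 3 was the best match of its number. Splits of the arrays keep group sizes and draw at most 100 splits with a fixed seed.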

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

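The tests of the 3 patterns weighed here were chosen after the results had been seen, while the counts over splits of the arrays were set before.

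The count of probes called between XX+T and XX in the day 60 striatum falls from 105 to 5 without the 5 arrays that stand apart, and 0 of the 105 are among the 5. XX+T pools 4 and 5 alone remain in that fit. All 105 keep their sign, at a median 0.651 of their size. Some of this is expected, since they were picked with the 5 arrays that stand apart included. A shift shared by those arrays whatever their group is a candidate explanation: over the 105 probes the log2 fold change correlates at r = 0.427 with the deviation of the BNST/POA XY pool 6 array from the other XY arrays, and these reach -0.513 to 0.299. Over all probes that r is 0.625, and over the 105 the signs agree in 65 for pool 6 and in 62 for pool 5, which does not stand apart. The 5 arrays were singled out by how they cluster, so a positive r is expected and this test cannot tell. The XX+T pool 3 array alone could carry the result, and without it 1830 probes have an unadjusted p under 0.05, a count that 13 of 56 splits of the other 8 arrays reach (highest 3184), so this test cannot tell. Without it the 105 probes keep a median 0.884 of their size, but where pool 3 is grouped with 3 XX arrays against the other 2, the first 105 probes by p keep a median of 0.858 to 0.939 as well, so the kept size does not exclude it. The count also falls to 0 without XX+T pool 6 or XX pool 4. Testosterone at birth could also produce it, and without all 5 arrays 1657 probes have an unadjusted p under 0.05, reached by 5 of 21 splits (highest 2298), so this test cannot tell either.

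Hcrt is higher in XX+T than in XX in the day 60 BNST/POA. Tissue next to the region in the dissection is a candidate explanation, since orexin and melanin-concentrating hormone neurons both lie in the lateral hypothalamus. Over the 19 XX and XY arrays of day 60, from both regions and centred on their group, Hcrt and Pmch correlate at Pearson r = 0.828 (permutation p = 5e-05) and Spearman rho = 0.807 (permutation p = 3.6e-04), and at r = 0.733 without the 2 farthest arrays. The rise in XX+T is not shown to be particular to the BNST/POA. Limma's test of striatum minus BNST/POA gave -1.11 for Hcrt (SE 0.60, adjusted p = 0.946) and -1.27 for Pmch (SE 1.06, adjusted p = 0.999). Testosterone at birth may raise Hcrt, and XY males, exposed to their own testosterone, differ from XX by 0.52 (SE 0.44), which cannot tell.

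The day 60 striatal array labelled XX+T pool 3 carries Y-linked transcripts. Against a pool of XY animals only stands Ddx3y, which lies 28.2% of the way to the striatal XY arrays. Kdm5d lies at 61.3%, and Eif2s3y at 49.2%, where the lowest XY array lies at 77.0% (SD of XY arrays 19.1). None of these XY arrays stands apart as pool 3 does. In the day 60 BNST/POA, Eif2s3y differs between XY and XX by 2.47, and by 2.62 without XY pool 6, which stands apart. That array reads lower for Eif2s3y than the other XY arrays, though not for Ddx3y (3.19, and 3.14 without it). The Eif2s3y value alone therefore does not speak against an XY pool. With XX+T pool 6 out of the baseline Ddx3y lies at 27.5% (lowest XY array 80.5%, SD 16.7). Kdm6a, at 9.73, lies below the other XX and XX+T arrays (10.35 to 11.02) and even below the lowest XY array (9.96), 170% of the way. The lowest of the other XX and XX+T arrays, at 10.35, is XX+T pool 6, which also stands apart. Without pool 6 in the baseline the other 7 spread from -129% to 40.6% (SD 59.1). With that spread, and at a level beyond the XY arrays, Kdm6a cannot tell. Which animals were in the pool stays open. XX and XY tissue could be mixed in the pool, but Xist, at 103% of the way, varies so much among the XX and XX+T arrays (SD 138) that it cannot tell. That SD rests on XX+T pool 6 (-339%), and the other 7 lie from 24.8 to 66.9% (SD 14.7). With pool 6 out of the baseline Xist lies at 105% (SD of the 7 arrays 28.5) and Eif2s3y at 49.1%, which goes against a mix that moves both alike. Xist was not detected on this array (detection p 0.178), so its level is near the floor and a mix stays open. These readings of Xist were set after its value was seen.

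Splits of the arrays that called as many probes as the real groups, the real split included, out of 100 except where given, were these. XY against XX: 5 in the day 4 striatum (highest other 398), 9 in the day 60 striatum (225), 1 in the day 4 BNST/POA (18) and 1 in the day 60 BNST/POA (1). XX+T against XX: 100 in the day 4 striatum (1), 8 in the day 60 striatum (3031), 100 in the day 4 BNST/POA (3130) and 1 in the day 60 BNST/POA (1). XY against XX+T: 1 in the day 4 striatum (1), 6 of 35 in the day 60 striatum (3234), 1 in the day 4 BNST/POA (1) and 13 in the day 60 BNST/POA (7219). Testosterone by age gave 100 in the striatum (1) and 100 in the BNST/POA (2998), testosterone by region 100 (3525), and age 1 in the striatum (0) and 1 in the BNST/POA (3029). These counts do not test XY against XX or XX+T where all called probes are of X- or Y-linked genes, which the label fixes, and that is every such comparison but XY against XX in the day 4 BNST/POA. There 8 of the 23 called probes are X- or Y-linked, 2 of 100 splits match the 15 others (highest other 18, a count added after the data were seen) and 7 reach the 1393 probes at unadjusted p under 0.05 (highest other 3714). For XX+T against XX, chance cannot be excluded in the day 60 striatum, and in the day 60 BNST/POA 27 splits reach the 888 probes at unadjusted p under 0.05 (highest other 3129). Where other splits call many times the real count, as in the day 60 striatum, they separate arrays by a structure other than group.

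Dixon's test marks single arrays, and by chance it marks about 1 in 20 groups, or 6 of the 120 tested, so 8 is near that number. Median raw log2 intensity is 7.46 on day 60 BNST/POA XX+T pool 6 (others 7.24 to 7.25). The interquartile range is 2.10 on day 60 BNST/POA XY pool 6 (others 1.22 to 1.46), and its mean r with its group is 0.933 (others 0.976 to 0.979). Mean r is 0.990 on day 4 striatal XX pool 4 (others 0.993 to 0.994). Eif2s3y reads 8.30 on day 60 striatal XX+T pool 3 (others 6.86 to 6.95). Kiss1 reads 7.64 on day 60 striatal XX+T pool 4 (others 7.10 to 7.17). Klk6 reads 6.99 on day 4 striatal XX+T pool 4 (others 6.86 to 6.89). Ugt8a reads 8.34 on day 4 striatal XY pool 5 (others 8.21 to 8.23).

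Lists that differ in the testosterone by age interaction have these median log2 differences: in the striatum cortical neuron genes 0.43, thalamic genes 0.68, synapse genes 0.52 and respiratory chain genes -0.12, and in the BNST/POA myelin genes -0.29, endothelial genes -0.20, synapse genes 0.25 and respiratory chain genes -0.13. None of the 8 passed with the estimated correlation.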

How the results depend on the processing

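The cause of each shift given here was not tested unless the setting itself shows it. Each of 17 fits was repeated under every setting that applies to it. Values are probes called, given as setting value against the value of the fit used in the text. A chip block was not run because the files name no chip, and a fit of 2 groups alone does not exist for the interactions and the age comparisons. Whether background was subtracted before deposit is not known. If signals include it, fold changes near the detection floor are too small, and their true size is not known. The values as the authors normalized them moved no count past 1.5-fold (XX+T against XX in the day 60 striatum 108 against 105).

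With only the 2 groups of 1 age in the fit, XY against XX+T in the day 4 striatum called 6 (3), XX+T against XX in the day 60 striatum 0 (105), XY against XX+T in the day 60 striatum 0 (3), XY against XX in the day 4 BNST/POA 5 (23) and XX+T against XX in the day 60 BNST/POA 0 (5). With all 6 groups of the region these were 6, 940, 5, 93 and 1, and XY against XX+T in the day 60 BNST/POA called 4 (2).

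After normexp background correction, XY against XX+T in the day 4 striatum called 6, XY against XX in the day 60 striatum 5 (3), XX+T against XX in the day 60 striatum 51 (28 up, 23 down), XY against XX in the day 4 BNST/POA 12, XX+T against XX in the day 60 BNST/POA 0 and XY against XX+T in the day 60 BNST/POA 4. After median centring, XX+T against XX called 39 in the day 60 striatum and 2 in the day 60 BNST/POA, XY against XX in the day 4 BNST/POA 15 and XY against XX+T there 3 (5). With no detection filter, XY against XX in the day 4 BNST/POA called 47, XX+T against XX in the day 60 BNST/POA 3 and testosterone by region 4 (0).

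With array weights, XY against XX+T in the day 4 striatum called 9, XX+T against XX in the day 60 striatum 0, XY against XX in the day 4 BNST/POA 596, XX+T against XX in the day 4 BNST/POA 6 (0), XY against XX+T in the day 4 BNST/POA 41, XY against XX in the day 60 BNST/POA 180 (3) and XY against XX+T in the day 60 BNST/POA 23 (2). With the replicate number as a replicate block, XX+T against XX called 0 in the day 60 striatum and 0 in the day 60 BNST/POA, XY against XX 137 in the day 4 BNST/POA and 5 in the day 60 BNST/POA, and testosterone by region 1, or 5 with the block as a random effect (consensus correlation 0.288). In XY against XX of the day 60 striatum the block leaves 3 calls of 3.

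Without the 5 arrays that stand apart, XY against XX+T in the day 4 striatum called 6, XX+T against XX in the day 60 striatum 5, XY against XX in the day 4 BNST/POA 197 (103 up, 94 down), XY against XX in the day 60 BNST/POA 12, XX+T against XX in the day 60 BNST/POA 0 and XY against XX+T in the day 60 BNST/POA 4. Gene lists passing between XX+T and XX were 4 (1) in the day 60 striatum and 3 (5) in the day 60 BNST/POA, and striatal genes both called and differentially methylated 0 (13). Without the array with Y-linked transcripts, added after the data were seen, XY against XX+T in the day 4 striatum called 6 and XX+T against XX in the day 60 striatum 4 (1 up, 3 down). At unadjusted p < 0.005, testosterone by age called 140 in the striatum and 82 in the BNST/POA (0 and 0 adjusted). As R squared of the best component, age has 88.5%, region 91.2% and group 8.39%.

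With the estimated correlation, lists passing between XY and XX went from 8 to 2 in the day 4 striatum, 5 to 2 in the day 60 striatum, 9 to 2 in the day 4 BNST/POA and 7 to 2 in the day 60 BNST/POA. Between XY and XX+T they went from 8 to 2, 10 to 1, 7 to 2 and 8 to 2 in the same order. Between XX+T and XX they went from 2 to 0 in the day 4 striatum, 1 to 0 in the day 60 striatum and 5 to 0 in the day 60 BNST/POA. Testosterone by age went from 4 to 0 in the striatum and 4 to 0 in the BNST/POA, and age from 5 to 3 and from 7 to 2.

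Leaving out 1 array at a time gave ranges of 5 to 7 (XY against XX, day 4 striatum), 2 to 3 (XY against XX, day 60 striatum), 0 to 4008 (XX+T against XX, day 60 striatum, 4008 without XX+T pool 4, 1575 without XX+T pool 5, 318 without XX pool 5, 98 without XX pool 3 and 0 to 4 without any other), 1 to 1411 (XY against XX+T, day 60 striatum, 1411 without XX+T pool 4, 28 without XX+T pool 5, 1 without XX+T pool 6 or XY pool 6), 7 to 106 (XY against XX, day 4 BNST/POA, 106 without XX pool 1, 42 without XY pool 3, 7 to 10 without XX pools 2, 4 and 5 or XY pools 2, 4 and 5), 2 to 5 (XY against XX+T, day 4 BNST/POA, 2 or 3 without XX+T pools 3 to 5 or XY pools 2 to 5), 2 to 12 (XY against XX, day 60 BNST/POA, 12 without XY pool 6), 0 to 5 (XX+T against XX, day 60 BNST/POA, 0 to 2 without any array but XX+T pool 4), 2 to 11 (XY against XX+T, day 60 BNST/POA, 11 without XY pool 6, 4 without XY pool 5), 0 to 363 (testosterone by age, striatum, 363 without XX+T pool 4), 0 to 34 (testosterone by region, 34 without striatal XX+T pool 4, 5 without striatal XX pool 5 or XX+T pool 5, 1 without BNST/POA XX+T pool 2), 10762 to 11205 (age, striatum) and 9571 to 10413 (age, BNST/POA).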

Differences from the paper's values

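No test of why values differ was made, so none was chosen after the results were seen.

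The paper gives age as explaining 78% of the expression variance, and 51.0% is found when shares are summed over the probes. Of the alternatives set before the data were examined, the R squared of the component that follows age best (88.5%) does not differ from the paper's value by the 1.5-fold limit, and probes scaled to equal variance (35.6%) and all probes without the detection filter (49.7%) do. For region the paper gives 48% and 21.2% is found, and all 3 alternatives differ as well (91.2%, 16.8% and 20.8%). For group the paper gives at most 0.05% and 2.05% is found, and here too all 3 alternatives differ (8.39%, 2.75% and 2.09%). No setting reaches the paper's shares for region or group. The paper takes its shares from principal component analysis, but how they were derived from the components is not given in the sources used here. Its shares for age and region add to over 100%, so they are not parts of 1 total as the summed shares here are.

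Other values lie within the limit. The paper has 13776 probes and 13731 were kept, 99 genes and 105 probes in XX+T against XX of the day 60 striatum, and 21 genes and 23 probes in XY against XX of the day 4 BNST/POA. Both called and differentially methylated were 10 genes in the paper and 13 here (9 with 1 probe per gene). Of the paper's 99 probes 96 were called, and all 21 of its other list. The log2 fold changes of its supplementary expression table match at r = 1.

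The paper gives 5 replicates for each group and also states that 3 outlier samples were removed and 57 retained, and 3 of the groups have 4 arrays in the deposited files. It states that significant signals of differential expression were seen in only 2 of the comparisons, and its methods judge a genome-wide signal by histograms of p-values. Its supplementary table also lists 5, 3 and 3 probes for XY against XX in the day 4 striatum, the day 60 striatum and the day 60 BNST/POA and 5 for XX+T against XX in the day 60 BNST/POA. Called here were 6, 3, 3 and 5. It states that the testosterone effect is stronger in the adult striatum and that it emerges late, and at adjusted p under 0.05 the interaction tests of region and age called 0 probes each. For age the paper's threshold is an unadjusted p under 0.005, at which 140 probes passed in the striatum and 82 in the BNST/POA, with 68.7 by chance. Of 100 changes of 0.5 log2 units in simulated arrays with independent noise, the age test in the striatum recovered 18 and the region test 26.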

Other observations

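The lists and tests in this part were set before the results were seen, apart from the choice of which values to name, which was made after.

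Between day 4 and day 60 the striatum gained expression of genes that neuronal activity drives. Of 9 immediate early genes 7 rose (median log2 fold change 1.00), among them Arc (1.65), Fos (1.61), Npas4 (1.58) and Junb (1.37), on 13 adult and 15 day 4 arrays (adjusted p = 0.009996 for the list, adjusted p = 0.533 with an estimated correlation). The dopamine receptors Drd1 (1.04) and Drd2 (0.75, on 12 of 13 adult arrays) and the G protein regulator Rgs9 (1.35) rose, while the transcription factors Bcl11b (-2.38) and Foxp1 (-2.33), which pattern striatal neurons, fell. Astrocyte genes such as the neurotensin receptor Ntsr2 (2.91) and the glutamate transporter Slc1a2 (1.99) rose, 7 of 12 in all with 3 falling (median 0.34, adjusted p = 0.312). Respiratory chain genes rose in 56 of 71 cases and fell in 8 (median 0.51, adjusted p = 6.11e-07, adjusted p = 0.667 with an estimated correlation). Genes that write, read or remove DNA methylation moved both ways, 3 of 10 up and 6 down (median -0.50, adjusted p = 0.467), with Uhrf1, which guides maintenance methylation, at -2.13 and the glycosylase Tdg at -1.38. Synapse genes split as well, 4 of 15 up and 7 down (median -0.20, adjusted p = 0.680), such as Stx1a at -1.77.

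In the BNST/POA the granuphilin gene Sytl4 (3.30, SE 0.10, adjusted p = 8.33e-21), the peptide Cartpt (2.53) and galanin (Gal, 0.92) rose with age on 14 adult against 15 day 4 arrays. Here too age cannot be told apart from the gonadectomy and testosterone implants of the adults. Falls included the cell cycle inhibitor Cdkn1a (-3.14), the imprinted gene Mkrn3 (-3.48), the mitotic kinase Cdk1 (-1.89), the transcription factor Tcf7l2 (-1.60) and Uhrf1 (-1.34). Of 13 glucocorticoid-responsive genes 10 rose and 2 fell (median 0.75, adjusted p = 0.01005, adjusted p = 0.433 with an estimated correlation), of 12 astrocyte genes 8 rose and 2 fell (median 0.62, adjusted p = 0.0119, adjusted p = 0.588 with an estimated correlation), and of 71 respiratory chain genes 57 rose and 4 fell (median 0.34, adjusted p = 1.47e-07, adjusted p = 0.516 with an estimated correlation).

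Without the 5 arrays that stand apart, Kiss1 in the day 60 BNST/POA was lower in XY than in XX by 0.78 (adjusted p = 0.0352), a comparison in which it did not pass with all arrays. With these arrays left out the myelin genes of XX+T females were shifted down in the BNST/POA (median -0.28, adjusted p = 2.87e-10, 0.0168 with an estimated correlation). XX+T pools 2 and 4 alone remain there, and with all arrays the list passed with the fixed correlation only. In the striatum, with XX+T pools 4 and 5 alone left, myelin genes were shifted down with the fixed correlation only (median -0.12, adjusted p = 0.0147, adjusted p = 0.819 with an estimated correlation). The test with an estimated correlation was added for these fits without the 5 arrays after the results were seen.

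Besides the lists named at the claims, further lists passed only with the fixed correlation. Between XY and XX these were, in the day 4 striatum, ependymal genes (median 0.29, adjusted p = 5.1e-04, adjusted p = 0.182 with an estimated correlation), cortical neuron genes (-0.31, 5.1e-04, adjusted p = 0.207 with an estimated correlation), immature neuron genes (-0.11, 0.0173, adjusted p = 0.355 with an estimated correlation), synapse genes (-0.16, 4.75e-04, adjusted p = 0.298 with an estimated correlation) and respiratory chain genes (0.09, 1.38e-09, adjusted p = 0.207 with an estimated correlation). In the day 60 striatum they were neuropeptides (-0.09, 0.048, adjusted p = 0.306 with an estimated correlation) and immediate early genes (-0.16, 0.0213, adjusted p = 0.415 with an estimated correlation). In the day 60 BNST/POA they were immediate early genes (-0.10, 0.0311, adjusted p = 0.528 with an estimated correlation), myelin genes (-0.12, 0.00922, adjusted p = 0.142 with an estimated correlation) and respiratory chain genes (-0.06, 0.00141, adjusted p = 0.639 with an estimated correlation). Between XY and XX+T in the day 60 striatum, thalamic genes (-0.77, 6.64e-04, adjusted p = 0.455 with an estimated correlation) and synapse genes (-0.32, 0.00818, adjusted p = 0.811 with an estimated correlation, median 0.14 without the 5 arrays) were shifted down in XY. So were X-linked escape genes (-0.20, 0.00818, adjusted p = 0.0885 with an estimated correlation), immediate early genes (-0.35, 0.00344, adjusted p = 0.464 with an estimated correlation, median 0.02 without the 5 arrays) and glucocorticoid-responsive genes (-0.20, 0.00818, adjusted p = 0.478 with an estimated correlation, median 0.07 without the 5 arrays). Shifted up were microglial genes (0.22, 0.00274, adjusted p = 0.265 with an estimated correlation), endothelial genes (0.17, 0.00818, adjusted p = 0.478 with an estimated correlation), ribosomal protein genes (0.12, 0.00285, adjusted p = 0.811 with an estimated correlation, median -0.01 without the 5 arrays) and respiratory chain genes (0.12, 0.00274, adjusted p = 0.890 with an estimated correlation, median -0.06 without the 5 arrays). Between XY and XX+T in the day 4 striatum, the day 4 BNST/POA and the day 60 BNST/POA, 8, 7 and 8 lists passed with the fixed correlation, and only those of Y-linked and X-linked escape genes passed both ways.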
